# Acute and long-term effects of psilocybin on energy balance and feeding behavior in mice

**DOI:** 10.1038/s41398-022-02103-9

**Published:** 2022-08-11

**Authors:** Nicole Fadahunsi, Jens Lund, Alberte Wollesen Breum, Cecilie Vad Mathiesen, Isabella Beck Larsen, Gitte Moos Knudsen, Anders Bue Klein, Christoffer Clemmensen

**Keywords:** Physiology, Molecular neuroscience, Diseases

## Abstract

Psilocybin and other serotonergic psychedelics have re-emerged as therapeutics for neuropsychiatric disorders, including addiction. Psilocybin induces long-lasting effects on behavior, likely due to its profound ability to alter consciousness and augment neural connectivity and plasticity. Impaired synaptic plasticity in obesity contributes to ‘addictive-like’ behaviors, including heightened motivation for palatable food, and excessive food seeking and consumption. Here, we evaluate the effects of psilocybin on feeding behavior, energy metabolism, and as a weight-lowering agent in mice. We demonstrate that a single dose of psilocybin substantially alters the prefrontal cortex transcriptome but has no acute or long-lasting effects on food intake or body weight in diet-induced obese mice or in genetic mouse models of obesity. Similarly, sub-chronic microdosing of psilocybin has no metabolic effects in obese mice and psilocybin does not augment glucagon-like peptide-1 (GLP-1) induced weight loss or enhance diet-induced weight loss. A single high dose of psilocybin reduces sucrose preference but fails to counter binge-like eating behavior. Although these preclinical data discourage clinical investigation, there may be nuances in the mode of action of psychedelic drugs that are difficult to capture in rodent models, and thus require human evaluation to uncover.

## Introduction

Obesity and addiction share neurobiological and behavioral similarities [1]. An excessive craving for food is perpetuated by the activation of mesolimbic reward circuits, where drugs of abuse also have their effect [2]. This may contribute to an inability to curb eating or a ‘relapse’ in feeding habits, as it becomes difficult to maintain the lowered food intake required to sustain weight loss [3]. Adaptations to neural circuitry mean that in both conditions, behaviors become increasingly compulsive and difficult to correct [2]. Substance use disorders and obesity can to some extent be considered diseases of plasticity; both chronic drug exposure [4] and long-term exposure to a high-fat diet [5] lead to persistent synaptic reorganization. Moreover, many of the genes associated with body mass index (BMI) encode proteins involved in glutamatergic signaling and synaptic plasticity [6]. These parallels suggest that similar therapeutic approaches could be applied to the treatment of obesity and addictive disorders, and psilocybin presents a promising candidate due to its remarkable ability to alter synaptic architecture. Psilocybin, and other serotonergic psychedelics, have re-emerged as therapeutics for neuropsychiatric disorders, where the development of new pharmacological treatments has stalled due to a lack of long-term efficacy for treatment-resistant patients [7]. Psilocybin is systemically metabolized to psilocin which activates the serotonin 2A receptor (5-HT_2A_R), altering perception to induce its hallucinogenic effect [8]. The downstream consequence is the promotion of functional and structural neuroplasticity [9], facilitating enduring effects on behavior, for example, long-lasting improvement in depressive symptoms [10].

As a serotonin receptor agonist, psilocybin is especially promising for the treatment of obesity. The natural ligand for 5-HT_2A_R, serotonin, acts on several receptors to have a wide range of biological effects, including modulating food intake [11, 12]. Clinical studies have found that cerebral 5-HT_2A_R binding is positively correlated to body mass index (BMI) [13] and high pre-surgical 5-HT_2A_R binding (as well as the change in 5-HT_2A_R binding) correlates with weight loss after gastric bypass surgery [14]. Serotonin integrates metabolic signals that convert energy status but also has an effect on reward-related feeding [15]. Decreased serotonin signaling is associated with obesity, and modulation of the serotonergic system affects food intake [16–18]. Early work identified that alongside d-amphetamines, classic serotonergic psychedelic lysergic acid diethylamide (LSD) and psilocybin reduce food consumption in rats and dogs [19, 20]. Additionally, activation of 5-HT_2A_R has anti-inflammatory effects in a mouse model of cardiovascular disease [21]. Self-reported data from psychedelic users shows that one-time use of a classic psychedelic reduces the risks of becoming obese [22]. Taken together, these results imply a potential for psilocybin to be therapeutically promising for the treatment of obesity.

In the present study, we used mouse models of genetic obesity, diet-induced obesity, and binge-eating disorder to examine the effect of psilocybin on body weight and food intake. A single high dose of psilocybin did not have an effect on body weight or food intake in diet-induced obese (DIO) mice or genetic mouse models of obesity. Microdosing also failed to correct obesity in DIO mice and in obese melanocortin 4 receptor (MC4R)-deficient mice. No effect was observed on binge-eating behavior. Explorative RNA sequencing revealed only subtle transcriptional changes in the hypothalamus, 3 h or 4 weeks after a single injection with psilocybin. In contrast, 3 h following psilocybin treatment more than 1500 transcripts were significantly changed in the prefrontal cortex (PFC). A single administration of psilocybin, however, did not produce any long-lasting transcriptional changes in the PFC. In summary, the presented preclinical evidence is not in favor of the use of psilocybin for the management of obesity. However, further clinical investigation might shed light on the use of psychedelics for the treatment of human obesity or obesity-related disorders.

## Materials and methods

### Animals

Wild type male C57BL/6J mice (Janvier, FR), male leptin-deficient *ob/ob* mice (The Jackson, Laboratory, stock no. 00632), and male melanocortin-4 receptor knockout mice (The Jackson Laboratory, stock no. 032518) were used. Except otherwise stated, mice were group-housed. All mice were kept under normal room temperature (22 °C) on a standard 12 h light–dark cycle, with ad libitum access to water and a chow diet (Altromin D30, Brogaarden). Diet-induced obese mice were switched from a chow diet to a high-fat diet at 8 weeks of age (D12331; Research Diets, New Brunswick, NJ, USA) in order to facilitate the development of adiposity. Prior to experiments, mice were acclimatized to housing conditions for a minimum of one week, and sham injected with isotonic saline in the 3 days preceding study start. Mice used in the head-twitch study were not sham-injected. Sample sizes were selected on the basis of previous experiments using similar methods. In experiments with lean C57BL/6J mice, mice were block-randomized into groups. Where diet-induced obese C57BL/6J mice, *ob/ob* mice, or MC4R mice were used, mice were stratified into groups to ensure body weight was matched. All in vivo experiments were carried out in accordance with regulations regarding the care and use of experimental animals, and the Danish Animal Experimentation Inspectorate approved the experimental procedures (2018-15-0201-01457).

### Drugs

Psilocybin was purchased from Mikrolab Aarhus (Højberg, DK) or obtained from Rigshopitalet, Denmark (the latter source only used for pilot studies referenced in supplementary materials). Liraglutide (Victoza^®^, Novo Nordisk, Bagsvaerd, DK). Fluoxetine hydrochloride (Sigma-Aldrich, #F132-50MG). All drugs were diluted in isotonic saline.

### Head-twitch response

Head-twitch response was evaluated in 17-week-old male C57BL/6J mice on a chow diet (group-housed). Mice were randomized into treatment groups (*n* = 4–5) and received a single intraperitoneal injection of 0.3 mg/kg psilocybin, 1 mg/kg psilocybin, 3 mg/kg psilocybin, or isotonic saline. Following injection, each mouse was placed into its own new cage with bedding. Two Logitech C920 HD webcams were mounted onto cages, and the behavior of each mouse was recorded for 20 min. The number of head twitches (defined as ‘rapid paroxysmal rotational movement of the head’) [23] was counted by two observers blinded to the experimental conditions.

### Open field test

Locomotor activity was assessed in an open field arena (w: 50 cm, h: 50 cm) under normal lighting conditions. Fourteen-week-old male C57BL/6J mice (maintained on a chow diet, single housed) received a single intraperitoneal injection of either 3 mg/kg psilocybin or isotonic saline (*n* = 8 per group). Thirty minutes post-injection, mice were placed in the open field arena, and their locomotor activity was recorded for 20 min with a ceiling-mounted Logitech C920 camera. Distance moved and time spent in the center zone was calculated using a computer-based tracking system (Ethovision XT, Netherlands).

### Voluntary running

Ten-week-old male C57BL/6J mice on a chow diet were single-housed in cages equipped with running wheels (23 cm in diameter, Techniplast I). Running distance was measured by a computer (Sigma Pure 1 Topline 2016, D). After 5 days of familiarization with the wheels, the running distance was measured on days −2 and −1. These data were used to create two groups of mice with similar baseline running distances (*n* = 8 per group). On day 0, two hours prior to the dark phase, mice were injected intraperitoneally with either psilocybin or isotonic saline, and subsequent running distance was measured 4, 6, 8, 16, and 24 h after injection and again on days 2, 3, 4, and 5. Two samples were removed from the psilocybin group (day 2 and day 5) as the system failed to detect any activity.

### Metabolic assessment

To assess the effect of psilocybin on whole-body energy expenditure and substrate utilization, 9-week-old male C57BL/6J mice were single-housed in indirect calorimetry chambers (TSE System, Germany). Mice were habituated to the indirect calorimetry chambers from day −7 to day 0. During these days, body weight was measured on a daily basis in the afternoon, and data on food intake, water intake, locomotor activity, oxygen consumption, and respiratory exchange ratio were automatically collected every 20 min. These data were used to create two groups of mice (*n* = 8 per group) with similar average body weights and whole-body metabolic profiles. Mice were sham injected at days −3, −2, and −1. The collection of experimental data started on day −1. On day 0, 45 min before the onset of the dark phase, mice in one group were injected intraperitoneally with psilocybin (3 mg/kg) while mice in the other group were injected with isotonic saline. The automatic 20 min-interval measurements of oxygen consumption, carbon dioxide release, and food intake continued for 4 days. On day 5, the chow diet was switched to a high-fat diet, and the automatic measurements were continued until the experiment was terminated on day 8. Two animals were excluded from the analysis of water intake due to leaky water bottles.

### Body temperature

Body temperature was assessed via inserting a probe (BIO-TK8861, Bioselab, France) into the rectum of 8-week-old male C57BL/6J mice (double-housed) on a chow diet. On the day of the experiment, four hours after the onset of the light phase, mice were treated with a single intraperitoneal injection of 3 mg/kg psilocybin or isotonic saline (*n* = 8 per group). Rectal temperature was measured before injection (0 min) and at 15, 30, 60, 120, 180, 360 min, and 24 h following treatments.

### Blood biochemistry

To assess the circulating level of corticosterone, cholesterol, triglycerides, and insulin, 8-week-old male C57BL/6J mice (double-housed) on a chow diet were randomized to treatment with a single intraperitoneal injection of either 3 mg/kg psilocybin or isotonic saline (*n* = 8 per group). Blood samples were drawn (from the tail tip) before treatment (0 h) and again, 3 and 24 h following treatment. Samples were immediately centrifuged at 3000 rpm at 4 °C for 10 min (to obtain plasma) and stored at −20 °C for analysis. Blood glucose was measured in a drop of whole blood at each time point using a handheld glucometer (Contour XT, Bayer). Plasma corticosterone was measured at (0, 3, and 24 h) using the Detect X Corticosterone assay kit (Arbor Assays, USA). Plasma cholesterol, triglycerides, and insulin were measured only in 24 h samples using Infinity Cholesterol and Infinity Triglycerides kits (Thermofisher Scientific) and Ultrasensitive Mouse Insulin Elisa Kit (Mercodia).

### Food intake and body weight studies

Male DIO C57BL/6J mice at 46 weeks of age (maintained on a high-fat diet) were single-housed and divided (based on body weight) into two groups (*n* = 8 per group). Mice received a single intraperitoneal injection of either 3 mg/kg psilocybin or isotonic saline. In the 12 subsequent days, food intake and body weight were measured daily, before the onset of the dark phase.

A similar study was conducted in 21-week-old leptin-deficient *ob/ob* mice (single and double housed) that received either a single intraperitoneal dose of 3 mg/kg psilocybin (*n* = 9) or isotonic saline (*n* = 7). Food intake and body weight were measured daily, before the onset of the dark phase, for 7 days following injection.

### Dietary intervention study

To assess whether psilocybin enhances diet-induced weight loss, a new experimental paradigm was designed. Twenty-four single-housed male DIO C57BL/6J mice at 47 weeks of age were divided into three groups based on body weight (i = 8 per group) as follows:

*Group 1***:** Ad libitum access to a chow diet and high-fat diet for the duration of the experiment, and were treated at day 0 with a single intraperitoneal injection of isotonic saline. This group served as a control for baseline food intake and body weight following injection stress. One mouse in group 1 was excluded from the analysis due to excessive weight loss. *Group 2***:** High-fat diet was removed on day 0 of the experiment, in order to stimulate ‘diet-induced weight loss’, and mice were injected with 3 mg/kg psilocybin, to identify whether psilocybin treatment could potentiate the diet-induced weight loss. The high-fat diet was returned seven days after injection. *Group 3***:** High-fat diet was removed on day 0 of the experiment, in order to stimulate ‘diet-induced weight loss’ as in group 2, but mice were injected with isotonic saline. The high-fat diet was returned 7 days after injection. This group served as a control to determine psilocybin’s effect on body weight following the dietary intervention, and body-weight regain. Two data points were removed from the analysis due to scale mis-readings at the time of measurement.

### Binge eating paradigm

A binge eating paradigm was established according to an existing protocol [24]. Twenty-one-week-old male C57BL/6J mice (single-housed, on a chow diet) were divided into one of two experimental groups termed ‘continuous’ (*n* = 20) or ‘intermittent’ (*n* = 19) as follows:

*Group 1, ‘Intermittent’***:** Ad libitum access to chow diet and high-fat diet for 48 h, after which the high-fat diet was removed for 5 days (mice had ad libitum access to chow diet). The high-fat diet was returned to the ‘intermittent’ group for 24 h, during which chow and high-fat diet intake were measured at 2.5 and 24 h. The high-fat diet was removed for 6 days (during which, mice had ad libitum access to chow diet)—constituting the first binge cycle. A second binge cycle was initiated immediately after the first. Cycles of short-term exposure to a high-fat diet establish a ‘binge-like’ phenotype in the ‘intermittent’ group. *Group 2, ‘Continuous’***:** Ad libitum access to a chow diet and high-fat diet for the duration of the study (3 weeks).

Following two binge cycles, mice were randomized to groups for pharmacological evaluation of the model. On the day of the experiment, five mice from the ‘continuous’ group were selected as controls, to establish baseline intake of chow and high-fat diet with ad libitum access. These mice received an intraperitoneal injection of isotonic saline. Eighteen mice from the ‘intermittent’ group had access to a chow diet only in the 6 days preceding the experiment. On the day of the experiment, the selected mice received either a single intraperitoneal injection of fluoxetine (30 mg/kg), psilocybin (3 mg/kg), or isotonic saline (*n* = 6 per group). Thirty minutes following treatment, mice in the intermittent group were given 24 h access to a high-fat diet and chow. Food intake was measured in all groups at 2.5 and 24 h after injection.

### Sucrose preference test

Fourteen-week-old chow-fed male C57BL/6J mice (single-housed) were acclimated to the presence of two water bottles in their home cage, for 24 h. The water bottles were weighed to obtain a baseline intake. On the test day, 2 h prior to the onset of the dark phase, bottles containing fresh water and a 2% sucrose solution were added to the home cages, and mice were subsequently injected intraperitoneally with psilocybin (3 mg/kg, *n* = 10) or isotonic saline (*n* = 10). Mice were free to consume liquid from either bottle for 24 h, after which the bottles were weighed to measure consumption. The study was repeated the next day, with the bottles reversed in position (in the cage) to account for side preference. Sucrose and water intake over two study days were averaged.

The sucrose preference test was repeated in the second cohort of chow-fed male mice. Mice received daily intraperitoneal injections of psilocybin (0.3 mg/kg) or isotonic saline (*n* = 8 per group) for 5 days, and food intake and bottle weight were recorded daily.

### Bulk RNA sequencing

Ten-week-old chow-fed male C57BL/6J mice (group-housed) were randomized into one of four treatment groups (*n* = 8 per group) as follows:

*Group 1*: A single intraperitoneal injection of 3 mg/kg psilocybin, followed by tissue harvest 3 h after treatment. *Group 2*: A single intraperitoneal injection of isotonic saline followed by tissue harvest 3 h after treatment. *Group 3***:** A single intraperitoneal injection of 3 mg/kg psilocybin followed by tissue harvest 4 weeks after treatment. *Group 4***:** A single intraperitoneal injection of isotonic saline followed by tissue harvest 4 weeks after treatment.

On the day of the experiment, mice received a single intraperitoneal injection according to their grouping and were sacrificed (decapitation) according to the above schedule. The prefrontal cortex and whole hypothalamus were immediately dissected out and flash frozen on dry ice. Mice were euthanized in the morning, 4 h after the onset of the light phase, to ensure minimal diurnal variation in gene expression. Dissected brain regions were stored at −80 °C until isolation of RNA was performed.

### Gene expression analysis (qPCR)

Brown adipose tissue (BAT) was dissected from all mice used in the bulk RNA seq study and stored at −80 °C until analyzed. For gene expression analysis, total BAT RNA was isolated according to manufacturer's protocol, using RNeasy Minikit (Qiagen, #74106). After quantification of RNA with NanoDrop 2000 (Thermo Fisher), cDNA was synthesised by mixing RNA with FS buffer, DTT (Thermo Fisher), and Random Primers (Sigma-Aldrich) and incubated for 3 min at 70 °C. Superscript III (Thermo Fisher) and RNase out and dNTPs were added, before samples were placed into a thermocycler for 5 min at 25 °C, 60 min at 50 °C and 15 min at 70 °C. cDNA was diluted 1:100 and stored at −20 °C until further processing. qPCR was performed using SYBR green (Thermo Fisher), and gene expression analysis normalized to housekeeping gene 36b4, according to the delta-delta Ct method.

### Transcriptomic analysis by RNA sequencing

Total RNA was isolated using an RNeasy mini kit (Qiagen, #74106) according to the manufacturer’s protocol. Messenger RNA sequencing libraries were prepared using the Illumina TruSeq Stranded mRNA protocol (Illumina). Poly-A containing mRNAs were purified by poly-T attached magnetic beads, fragmented, and cDNA was synthesized using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). cDNA was adenylated to prime for adapter ligation and after a clean-up using AMPure beads (Beckman coulter), DNA fragments were amplified using PCR followed by a final clean-up. Libraries were quality-controlled using a Fragment Analyzer instrument (Agilent Technologies) and subjected to 52-bp paired-end sequencing on a NovaSeq 6000 (Illumina). A total of 2.7 billion reads were generated.

### Bioinformatic analyses

Fastq files were generated using bcl2fastq2 v. 2.20.0, then reads were aligned to the GRCm38 primary assembly using STAR v. 2.7.2b [25] against a reference built using the GENCODE vM25 gene model [26]. Aligned reads were counted against the same gene model using featureCounts v. 1.6.2 [27] counting only reads where both ends mapped to the same strand. The separation between tissues and homogeneity within tissues was visually inspected using MDS plots. Two samples were excluded for having almost no reads and one sample was excluded for being heavily enriched in genes related to wound healing and immune system processes. 

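The deposited table holds all 64 samples, including those that the paper left out. The 2 samples with almost no reads are vehicle replicate 2 of the hypothalamus at 3 h (211111 counted reads) and psilocybin replicate 3 of the PFC at 4 weeks (200066 counted reads), against at least 8061033 in each of the other 62. The paper's text does not name the sample it left out for its wound healing and immune genes. Its number of tested genes, 19080 in the legend of Fig. 4, was used to look for it. Each of the 62 samples was removed in turn and the filter applied to the model, which gave between 19080 and 19459 genes. Only the removal of psilocybin replicate 5 of the hypothalamus at 4 weeks gave 19080. That sample has 27490537 counted reads and a quality weight of 0.0276 in the voom fit over the 62 samples. With no sample removed, the filter kept 19182 genes.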

Visual inspection revealed an extraction pool to separate samples. Genes with sufficient counts were selected using the filterByExpr function from the edgeR v. 3.30.2 [28] package and were transformed using the voomWithQualityWeights function [29]. Differential expression was calculated using limma v. 3.44.0 using a model of the form *~group* + *extraction_pool*, where *group* encoded tissue, treatment, and timepoint and *extraction_pool* encoded the extraction pool. Animal-specific effects were modeled using the duplicateCorrelation function which is part of limma [30]. Contrasts were specified as described in the limma manual. Gene ontology and reactome enrichments were found using the camera function [31]. All plots were generated using ggplot2 [32].

### Statistical analyses

Statistical analyses were performed in GraphPad Prism version 9. All experiments were performed once. Statistics for each experiment can be found in respective figure legends. All data are presented as mean ± SEM and all *P* values ≤ 0.05 were considered statistically significant. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

## Results

### Establishing a psychoactive dose of psilocybin for metabolic studies

To test the bioactivity of psilocybin and determine an appropriate dose for assessing the metabolic effects of psilocybin in mice, we measured the head-twitch response following a single administration of 0.3 mg/kg psilocybin, 1 mg/kg psilocybin, 3 mg/kg psilocybin or vehicle (isotonic saline). The head twitch response is a rapid rotational head movement [23], stereotypical in rodents following activation of the serotonin 5-HT_2A_R with psychedelics (Fig. 1A). Consistent with existing literature, 1 and 3 mg/kg induced a greater number of head twitches than other doses (Fig. 1B, C) [33]. To further confirm that the 3 mg/kg dose was sufficient for inducing a ‘psychoactive’ effect in mice, we performed an open-field test. Mice were injected intraperitoneally with 3 mg/kg psilocybin or saline, and their behavior was recorded for 20 min after treatment (Fig. 1D). Psilocybin-treated mice exhibited significantly less movement than mice treated with saline (Fig. 1E), and spent significantly less time in the center zone (Fig. 1F). The increase in thigmotaxis (time spent close to the walls) following psilocybin-treatment could be interpreted as anxiogenic [34], but in this instance, seems to relate to reduced total locomotion. Based upon these data and existing literature (which supports the use of 1–3 mg/kg in rodents [35], we selected 3 mg/kg as the dose for subsequent metabolic in vivo studies. Selection of dose was supported by dose-titration pilot studies in DIO C57BL6/J mice, showing that a single subcutaneous injection of psilocybin at 0.3, 1, and 3 mg/kg had a marginal effect on sub-chronic weight loss and no difference on food intake (Fig. S1A, B).

**Fig. 1:**
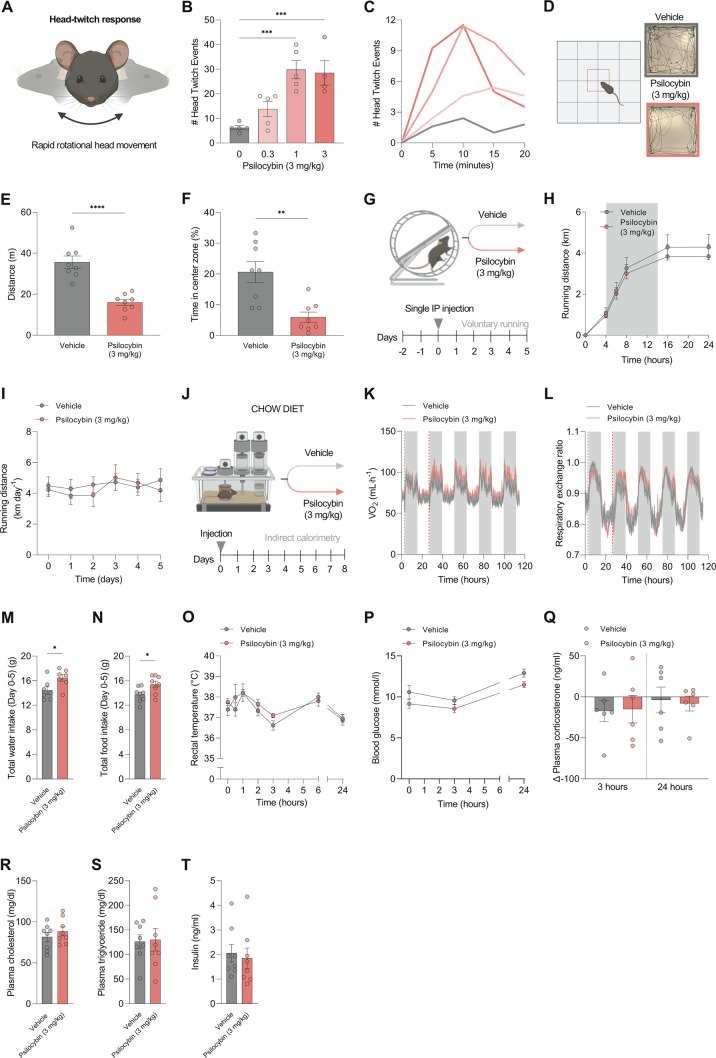
A single high dose of psilocybin does not have an effect on basal physiology in chow-fed mice. **A** Schematic overview of the head-twitch response study (characterized by a rapid side-to-side head movement), was used to inform the dose for further experiments. **B** Total number of head-twitches at each dose. **C** Time course of head-twitch events. **D** Schematic of open field test (OFT), and representative traces for a vehicle-treated and psilocybin-treated (3 mg/kg) mouse. **E** Distance traveled in the assessment of exploratory behavior in the OFT, 30 min after administration with psilocybin (3 mg/kg) or vehicle (*n* = 8 per group). **F** Percentage of time spent in the center zone. **G** Schematic overview of voluntary wheel running experiment. **H** Effect of a single high dose of psilocybin on voluntary wheel behavior (24 h), (*n* = 7–8 per group). **I** Running distance in the five days following injection with psilocybin (3 mg/kg; *n* = 8) or vehicle (*n* = 7). **J** Schematic of indirect calorimetry study of mice treated with psilocybin (3 mg/kg) or vehicle (*n* = 8 per group). **K** VO_2_. Red dashed line indicates the day of injection. **L** Respiratory exchange ratio. Red dashed line indicates day of injection. **M** Water intake (cumulative) after five days in metabolic cages. **N** Cumulative food intake after 5 days in metabolic cages. **O** Rectal temperature 0, 15, 30 min, 1, 3, 6, and 24 h after administration of psilocybin (3 mg/kg) or saline (*n* = 8 per group). **P** Blood glucose at 0 min, 3, and 24 h following administration of psilocybin (3 mg/kg) or vehicle (*n* = 8 per group). **Q** Change in plasma corticosterone 3 and 24 h following administration of psilocybin (3 mg/kg) or vehicle (*n* = 6 per group). **R** Total plasma cholesterol 24 h after administration of psilocybin (3 mg/kg) or vehicle (*n* = 8 per group). **S** Plasma triglycerides 24 h after administration of psilocybin (3 mg/kg) or vehicle (*n* = 8 per group). **T** Plasma insulin 24 h after administration of 3 mg/kg or vehicle (*n* = 8 per group). Data analyzed by one-way ANOVA with Dunnett’s test (**B**), unpaired two-tailed *t*-test (**E**, **F**, **M**, **N**, **Q**, **R**, **S**, **T**), repeated measures two-way ANOVA with Bonferroni’s multiple comparison test (**H**, **O**, **P**). Mixed effects analysis with Bonferroni’s multiple comparison test (**I**; missing values as one mouse failed to run on two occasions). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P *<* 0.0001.

### Psilocybin does not affect energy metabolism in mice

In a study assessing alcohol consumption following psychedelic use, alongside recidivism, participants reported an increase in exercise [36]. To examine the effect of psilocybin on voluntary physical activity, male C57BL/6J mice (maintained on a chow diet) were adapted to running wheel access, and injected with a single dose of psilocybin (3 mg/kg) or vehicle (Fig. 1G). Consistent with existing literature [37], mice did not exhibit differences in acute or chronic treadmill running following administration of psilocybin (Fig. 1H, I). Human data suggest transient effects of psilocybin on blood pressure and on the hypothalamic-pituitary-thyroid (HPT) axis [38], indicating psilocybin might also regulate metabolic rate. Whether these changes coincide with increased energy expenditure is unknown. To study psilocybin’s effects on whole-body energy metabolism, we employed indirect calorimetry metabolic cages (Fig. 1J). In the 5 days following a single injection with psilocybin, energy expenditure and substrate metabolism were similar between groups (Fig. 1K, L). The mice injected with psilocybin displayed a slightly increased food intake and water intake whilst maintained on a chow diet (Fig. 1M, N). The observed increase in water intake was also observed following a 1 mg/kg dose of psilocybin to DIO mice in metabolic cages (Fig. S1E). Serotonin 5-HT_2A_ receptors are implicated in thermoregulation and the 5-HT_2A_R agonist lysergic acid diethylamide (LSD) causes hyperthermia in humans [39]. Analysis of brown adipose tissue in mice injected with a single dose of psilocybin (3 mg/kg) showed no differences in ‘thermogenic’ gene expression compared to control-treated counterparts (Supplementary Fig 1F, G). The physiological effects of psilocybin in humans are limited, but in one study, psilocybin administration did not have an effect on body temperature [38]. Similarly, we observed no effect on body temperature at the selected dose (Fig. 1O). Blood glucose and plasma corticosterone were recorded at baseline, 3 and 24 h (in two separate cohorts of mice). To date, no effect of psilocybin on blood glucose has been observed in humans, but the 5-HT_2A_R agonist—DOI (2,5-dimethoxy-4-iodophenyl)−2-aminopropane) restores glucose homeostasis in apolipoprotein E (ApoE) knockout mice [40, 41]. Here, we demonstrate no significant effect of psilocybin on blood glucose or plasma corticosterone (Fig. 1P, Q). In contrast, plasma cortisol is increased following the administration of both psilocybin and LSD in humans [38, 42]. We report no effect of psilocybin on plasma levels of cholesterol, triglyceride, or insulin (Fig. 1R–T).

### Psilocybin does not affect body weight or food intake in mouse models of obesity

In humans, drugs that increase central serotonin have a marked anorectic effect [43], whilst BMI is correlated with cerebral 5-HT_2A_R expression [13] Mice treated with the selective 5-HT_2A_R agonists DOI and TCB-2 ((4-Bromo-3,6-dimethoxybenzocyclobuten-1-yl) methylamine hydrobromide) exhibit hypophagia [44, 45]. Although the 5-HT_2C_ receptor is more widely studied in the context of energy balance, there are indications that the 5-HT_2A_R plays an underappreciated role—especially as it has been shown to be important for mediating the weight-lowering effect of GLP-1 [46]. In the present study, we wanted to examine whether psilocybin, as an agonist of 5-HT_2A_Rs, may have observable effects on body weight or food intake in a mouse model of diet-induced obesity (Fig. 2A). Following peripheral injection of 3 mg/kg psilocybin, no difference was observed in body weight or food intake in the 12 days following injection (Fig. 2B, C). On the final day of the experiment, an intraperitoneal glucose tolerance test was performed to investigate whether psilocybin has long-term effects on glucose homeostasis, but there was no difference compared to vehicle-treated mice (Fig. S2A, B).

**Fig. 2:**
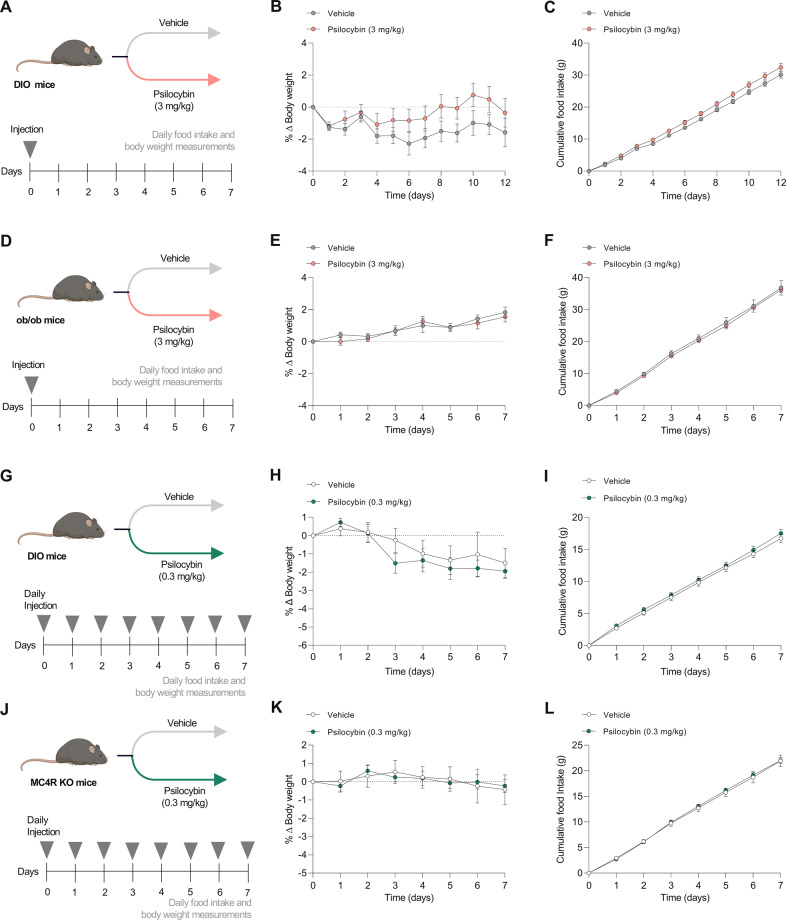
A single high dose or microdosing psilocybin does not have an effect on body weight or food intake in mouse models of obesity. **A** Schematic for single injection study in diet-induced obese (DIO) mice (*n* = 8 per group). **B** Body weight in the 12-day period following injection of psilocybin (3 mg/kg) or vehicle. **C** Cumulative food intake in the 12 days following injection of psilocybin or vehicle. **D** Schematic for single injection study in ob/ob mice (*n* = 7–9 per group). **E** Body weight. **F** Cumulative food intake. **G** Schematic for microdosing study in DIO mice. Mice were injected daily with psilocybin (0.3 mg/kg; *n* = 7) or vehicle (*n* = 6). **H** Body weight following daily injection of psilocybin (0.3 mg/kg) or vehicle for 7 days (*n* = 6/7 per group). **I** Food intake. **J** Schematic for microdosing study in MC4R KO mice (*n* = 8 per group). **K** Body weight. **L** Food intake. Data are presented as mean ± SEM (analyzed by RM two-way ANOVA with Bonferroni’s test).

Similarly, we wanted to assess the effect of psilocybin in leptin-deficient *ob/ob* mice, a commonly used genetic model of obesity (Fig. 2D) [47]. *Ob/ob* mice are reported to have reduced 5-HT transporter mRNA in the dorsal raphe nucleus—which is associated with a ‘depressive’ phenotype, alongside impaired metabolism [48]. Also, administering dexfenfluramine (which increases levels of extracellular serotonin) to *ob/ob* mice attenuates weight gain on a moderate-fat diet [49]. In contrast, we demonstrate that a single dose of 3 mg/kg psilocybin does not influence the body weight or food intake of *ob/ob* mice on a high-fat diet (Fig. 2E, F).

In addition to the single-injection protocol, we investigated the effect of a microdosing-like strategy on body weight (Fig. 2G). Psychedelic microdosing has been popularized for its benefits on creativity, problem-solving ability, and energy levels [50, 51]. In a separate cohort of DIO mice, intraperitoneal injection of psilocybin (0.3 mg/kg) or vehicle was administered daily. No significant effect was observed on either body weight or food intake using this approach (Fig. 2H, I). Previous work identified that serotonin-mediated hypophagia requires downstream activation of melanocortin 4 receptors (MC4R) [12]. A microdosing-like approach was also applied to an MC4R KO mouse model (Fig. 2J). In agreement with studies in DIO mice and *ob/ob* mice, systemic administration of psilocybin did not alter food intake or body weight in MC4R KO mice (Fig. 2K, L).

### Psilocybin has no effect on body weight or food intake in combination with dietary or pharmacological interventions

Studies that assess the potential of psychedelic drugs as therapies for depression and addiction are increasingly using a combination approach, e.g. psilocybin treatment in addition to cognitive behavioral therapy. Psilocybin is thought to enhance ‘cognitive flexibility’—facilitating revision of long-held patterns of behavior [52]. In such a paradigm, psilocybin acts to ‘prime’ the brain, increasing the efficacy of the secondary intervention. In the present study, we wanted to investigate whether psilocybin could provide the same neural flexibility in response to a dietary intervention (switch from HFD to chow only), on the same day as receiving a dose of psilocybin (Fig. 3A). Thus, the high-fat diet-fed obese mice were exposed to a low-fat diet-induced weight loss paradigm. After weight loss was achieved, the mice were returned to the high-fat diet in order to examine whether psilocybin has the ability to facilitate enduring changes following the dietary intervention. In this experiment, mice that received psilocybin did not maintain the diet-induced weight loss more successfully than vehicle-treated mice (Fig. 3B, C). We performed a similar combination intervention study, using the weight-lowering agent, liraglutide (GLP-1 receptor agonist), alongside psilocybin (Fig. 3D). Some of the weight-lowering effects of GLP-1 receptor agonists have been attributed to interaction with 5-HT_2A_Rs, but this idea has also been contended [46, 53]. Diet-induced obese mice received a single injection of psilocybin (or vehicle), alongside a daily injection of liraglutide (or vehicle). Mice dosed with liraglutide lost 9% body weight following 7 days of treatment, but this effect was not augmented by co-administration of psilocybin (Fig. 3E, F).

**Fig. 3:**
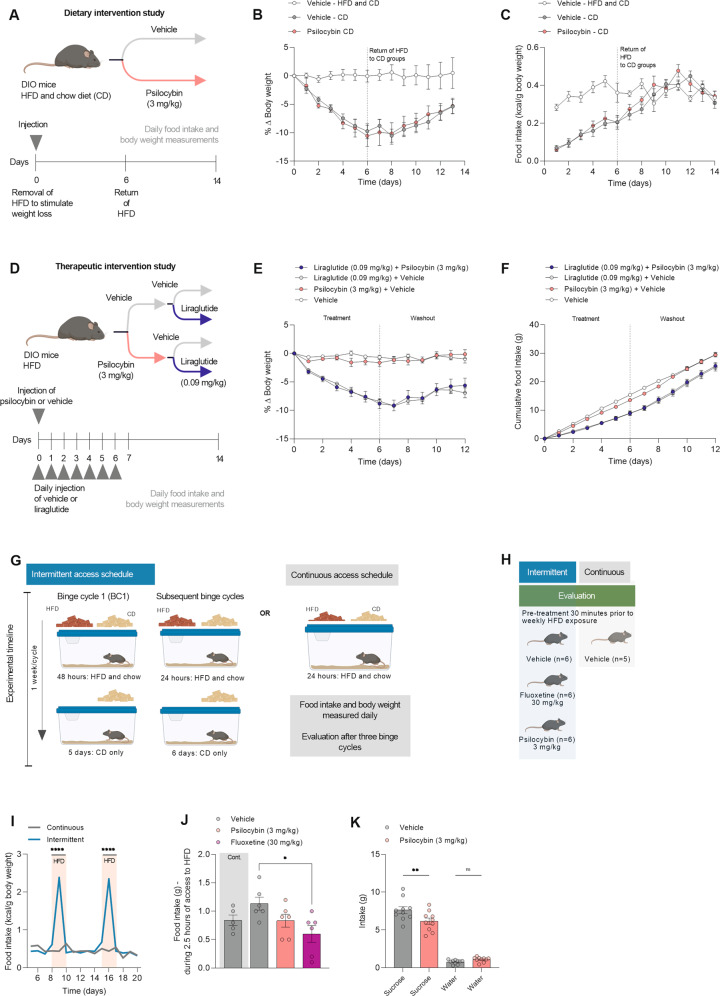
Psilocybin displays no benefits in combinatorial therapeutic paradigms, and has no effect on binge-eating like behavior, but a single high dose of psilocybin reduces sucrose preference in mice. **A** Schematic overview of dietary intervention study (*n* = 8 per group). **B** Body weight of mice in the 14-day period following injection. **C** Caloric intake following a single injection of psilocybin (3 mg/kg) or vehicle alongside dietary intervention. **D** Schematic for therapeutic intervention study (*n* = 8 per group). Diet-induced obese mice were injected with psilocybin (3 mg/kg) and liraglutide (0.09 mg/kg), liraglutide (0.09 mg/kg), and vehicle, or vehicle only. **E** Body weight. **F** Cumulative food intake. **G** Schematic showing set up of binge eating like behavior model. First binge cycle—mice in the intermittent group had 48-h free choice access to standard chow and high-fat diet. Successive binge cycles (binge cycle 2 and 3): mice in the intermittent group had free-choice access to standard chow for 24 h, following 6 days with ad libitum access to a chow diet. **H** Schematic showing pharmacological intervention in the binge-eating model. Mice were cycled through 3 binge cycles, and pharmacological intervention occurred in the 3rd cycle. Following pre-treatment with psilocybin (3 mg/kg), fluoxetine (30 mg/kg), or vehicle, mice in the intermittent access group received a high-fat diet for 24 h. **I** Establishment of binge eating-like behavior in a cohort of mice. **J** Food intake 2.5 h following access to HFD was recorded in each group. **K** Sucrose preference test after treatment with psilocybin (3 mg/kg) or vehicle (*n* = 10) per group. **L** Sucrose consumption after daily administration of psilocybin or vehicle. Data was analyzed by mixed-effects analysis (missing values due to erroneous food scale measures) with Bonferroni’s multiple comparison test (**I**, **J**) and one-way ANOVA and Bonferroni’s multiple comparison test (**E**, **K**) and unpaired *t*-test (**L**). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P *<* 0.0001.

### Psilocybin does not alter binge-eating behavior, but reduces sucrose preference in lean mice

Early research into psychedelics as medicine showed promise for the use of psilocybin as a treatment for tobacco and alcohol dependence [54, 55]. A repeat study in a mouse model of alcohol relapse failed to replicate this benefit, but recent work identified that psilocybin targets a neural circuit involved in craving, highlighting its potential as a treatment of addiction [56, 57]. No studies to date have evaluated the effect of psilocybin on compulsive feeding behavior. To assess whether psilocybin could have an effect on binge-eating behavior, we used a previously established experimental paradigm to stimulate binge-like eating behavior in a cohort of lean mice, without causing excessive stress [58] (Fig. 3G). Once the binge-eating behavior was established (Fig. S3A, B), we tested the pharmacological potential for psilocybin to reverse the phenotype (Fig. 3H). Fluoxetine hydrochloride was used as a positive control, as it effectively ameliorates binge-like eating behavior in mice [59] (Fig. 3I). After successfully establishing the binge-eating phenotype in two consecutive cycles (Fig. 3A–C), mice were dosed with either fluoxetine, psilocybin or saline during a third binge cycle. Administration of fluoxetine hydrochloride did ameliorate the binge-eating phenotype, but a 3 mg/kg dose of psilocybin failed to do so (Fig. 3J). To determine whether psilocybin could alter sweet taste preference, a sucrose preference test was performed. Psilocybin did lower sucrose preference following a single injection; mice treated with psilocybin drank significantly less sucrose without reducing their water intake (Fig. 3K). A reduction in sucrose preference could be indicative of anhedonia [60], or supportive of the notion that psilocybin might lower the hedonic value of rewarding stimuli [57]. If the latter is true, psilocybin may be of benefit for treating compulsive-reward-seeking behavior or excessive consumption of sweet foods. Repeated administration of 0.3 mg/kg psilocybin did not have an effect on sucrose preference in lean mice (Fig. S3C-F), which suggests that a high dose regimen would be necessary to achieve a reduction in food-motivated reward seeking.

### Psilocybin causes acute transcriptional changes in the prefrontal cortex, but not in the hypothalamus

The widespread transcriptional effects of psilocybin on the brain have not been comprehensively studied. In rats, a single dose of psilocybin rapidly induced gene expression in the PFC compared to the hippocampus [35], with an increase in expression of genes associated with neuronal plasticity (*Psd95*) and neuron activation (*c-Fos*). To our knowledge, the transcriptional changes in the hypothalamus, following administration of psilocybin have not yet been characterized. 

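Bulk RNA sequencing covered 8 groups of 8 samples, 1 group for each combination of brain region (hypothalamus or prefrontal cortex, PFC), treatment (a single injection of 3 mg/kg psilocybin or of isotonic saline as vehicle) and harvest (3 h or 4 weeks after the injection). The 64 samples came from 32 mice, and each mouse gave both regions. The authors aligned paired-end reads to the mouse genome, counted them on annotated genes and deposited the counts per gene without normalization. The table lists 55401 genes and holds 1217449668 counted reads. The counted reads per sample in the PFC at 3 h lay between 9473354 and 28036622 after psilocybin (median 19051049) and between 10630019 and 29362001 after vehicle (median 18811354.5). At 4 weeks in the PFC, they lay between 12934897 and 33019782 after psilocybin (median 23878219) and between 10547607 and 70361839 after vehicle (median 19271125). In the hypothalamus at 3 h, the range was 10374878 to 26689577 after psilocybin (median 19955653) and 12793712 to 23299770 after vehicle (median 15539490). In the hypothalamus at 4 weeks, it was 8210257 to 27490537 after psilocybin (median 15661737) and 8061033 to 33947174 after vehicle (median 17719408.5). These ranges cover the 62 samples with at least 1000000 counted reads. Vehicle replicate 2 of the hypothalamus at 3 h, with 211111 counted reads, and psilocybin replicate 3 of the PFC at 4 weeks, with 200066, were left out. Counts were normalized for library size by the TMM method, genes with low counts were removed with filterByExpr, and all groups were fitted in 1 model of group and extraction pool with edgeR's quasi-likelihood test. The Benjamini-Hochberg adjustment was made over the 18971 genes that passed the filter. Fold changes are log2 ratios of psilocybin over vehicle, and expression levels are in CPM, the counts scaled by library size. The paper's own fit, voom with a quality weight for each sample and limma with the animal as a block, was run beside it.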

To assess the transcriptional response to psilocybin (acute and long-term effect), chow-fed mice were randomized into two groups (psilocybin treated, or vehicle). Given that a single dose of psilocybin is reported to cause structural changes to dendritic spines in the cortex that persists even after a month [61], we dissected the hypothalamus and PFC after both 3 h and 4 weeks following a single administration of psilocybin (Fig. 4A). 

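At 3 h, the PFC of 8 psilocybin-treated mice was compared with that of 8 vehicle-treated mice. Over the 61 samples that give the paper's number of tested genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 6 genes with an adjusted p-value under 0.05, 3 higher and 3 lower after psilocybin, among 19080 tested. The sample outside this set, psilocybin replicate 5 of the hypothalamus at 4 weeks, is not in either group of this comparison. The filter on low counts was applied to the model over the 61 samples and to the groups over the 62. Over all 62 samples, the test found 2 genes, 1 higher and 1 lower, among 18971. The higher gene was Zcchc10 (ENSMUSG00000018239.9, chromosome 11, 53324679 to 53332479 in GRCm38), with 9.54 ± 1.36 CPM (SD, n = 8) after psilocybin and 6.47 ± 1.11 CPM (SD, n = 8) after vehicle. Its log2 fold change was 0.56 (standard error 0.11, adjusted p = 0.0456 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of Zcchc10 held in 18 of the other settings and fits run and was lost in 19. The lower gene was Hrh1 (ENSMUSG00000053004.9, chromosome 6, 114397936 to 114482404), which encodes a histamine receptor. It had 21.1 ± 3.43 CPM (SD, n = 8) after psilocybin and 29.8 ± 5.30 CPM (SD, n = 8) after vehicle, a log2 fold change of -0.49 (standard error 0.0758, adjusted p = 0.000353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 4 weeks Hrh1 had 20.3 CPM after vehicle and 18.8 CPM after psilocybin in the PFC. Vehicle at 4 weeks was lower than vehicle at 3 h (log2 fold change -0.55, adjusted p = 1.27e-06 from the same test). A fall after psilocybin therefore cannot be told apart from a raised vehicle group at 3 h. With the replicate number, which is the cage number, as a block in place of the extraction pool, the test found 2 genes. Samples with the same number had a mean correlation of 0.182 between their deviations from the group means in the PFC, and of -0.0409 once the extraction pool was also removed. At an unadjusted p-value under 0.05 there were 1963 genes over the 61 samples and 1371 over the 62. DESeq2 called 9 genes over the 62 samples, 4 higher and 5 lower. The paper's procedure called 1548 genes over the 61 samples, 1152 higher and 396 lower after psilocybin, and 1551 over the 62 samples, 1149 higher and 402 lower. Of these 1551 genes, 1550 had the same direction in edgeR and 578 had an unadjusted p-value under 0.05 there. Without the quality weights, an alternative chosen after seeing the data, the paper's procedure called 1 gene.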

Significant differential expression was observed in the PFC 3 h following treatment, with 400 upregulated and 1155 downregulated genes (Fig. 4B). Among the differentially expressed genes were neuroplastin (*nptn*), brain-derived neurotrophic factor (*BDNF*) and neuronal growth regulator 1 (*Negr1*)—genes associated with cognition, neuronal growth, plasticity and obesity (Fig. 4C) [62–64]. 

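The expression of these 3 genes in the PFC at 3 h was compared between 8 psilocybin-treated and 8 vehicle-treated mice. Nptn (ENSMUSG00000032336.17) lies on chromosome 9 of GRCm38 from 58582240 to 58657955. It had 735.5 ± 112 CPM (SD, n = 8) after psilocybin and 670.4 ± 91.0 CPM (SD, n = 8) after vehicle, a log2 fold change of 0.13 (standard error 0.0762, adjusted p = 0.759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The span of Nptn overlaps that of Rec114 on the opposite strand, so its count is uncertain where the counting did not separate the strands. Bdnf (ENSMUSG00000048482.14) lies on chromosome 2 from 109674700 to 109727007. It had 41.3 ± 6.92 CPM (SD, n = 8) after psilocybin and 36.4 ± 6.74 CPM (SD, n = 8) after vehicle, a log2 fold change of 0.18 (standard error 0.0864, adjusted p = 0.681 from the same test). Negr1 (ENSMUSG00000040037.13) lies on chromosome 3 from 156561794 to 157316445. It had 243.9 ± 46.9 CPM (SD, n = 8) after psilocybin and 215.8 ± 44.8 CPM (SD, n = 8) after vehicle, a log2 fold change of 0.17 (standard error 0.11, adjusted p = 0.769 from the same test). Over the 61 samples that give the paper's number of tested genes, the log2 fold changes were 0.13 for Nptn, 0.19 for Bdnf and 0.17 for Negr1. In each gene the difference between the means was smaller than the SD of either group. Psilocybin replicate 7 had the lowest value of its group for Nptn (482.5 CPM against 715.6 to 835.5 CPM in the others) and for Negr1 (133.7 CPM against 229.9 to 280.0 CPM in the others). For Nptn and Negr1 this sample lowers the mean and widens the SD of its group, so the comparison with the SD rests partly on it. Across the edgeR fits that each left out 1 library, the log2 fold change went from 0.10 to 0.19 for Nptn. It went from 0.14 to 0.26 for Bdnf and from 0.14 to 0.27 for Negr1. In the paper's procedure the log2 fold changes were 0.25 for Nptn, 0.32 for Bdnf and 0.32 for Negr1, with limma's adjusted p-values of 0.00666, 0.00696 and 0.00885.

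**Figure D1:**
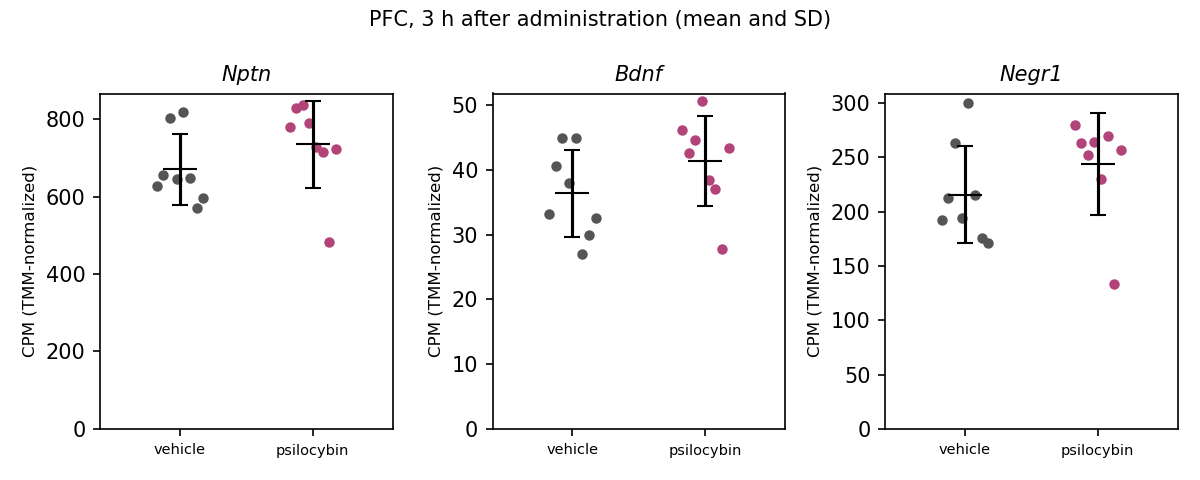
Expression of Nptn, Bdnf and Negr1 in the PFC 3 h after vehicle or psilocybin, in CPM after TMM normalization. Points are mice (8 per group), the horizontal dash is the mean and the bars are the SD, and the groups overlap in each gene.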

Reactome pathways upregulated in the PFC include gluconeogenesis and glycolysis (Fig. 4D). 

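Reactome's lists were not used here. Gluconeogenesis genes (28 tested) and glycolysis genes (30 tested) were among 9 lists written from general knowledge before the data were examined, and were tested with limma's camera function on the weighted voom values. At 3 h in the PFC, gluconeogenesis genes were lower after psilocybin than after vehicle as a set, with camera's adjusted p = 5.27e-05 over the 9 lists (Benjamini-Hochberg). Their mean log2 fold change in edgeR was -0.0534, with 24 genes lower and 4 higher. Glycolysis genes were also lower after psilocybin as a set (camera's adjusted p = 0.000472 with Benjamini-Hochberg adjustment), with a mean log2 fold change of -0.0489, 21 genes lower and 9 higher. Both lists share members, as seen from an equal median without psilocybin replicate 7 (-0.119285 in each). The sets therefore do not count as independent results. Over the 61 samples that give the paper's number of tested genes, camera's adjusted p was 4.96e-05 for gluconeogenesis and 0.00043 for glycolysis, and both sets were lower. The mean log2 fold change was then -0.14 over 29 gluconeogenesis genes and -0.0486 over 30 glycolysis genes. With the cage number as a block, camera's adjusted p was 6.72e-05 for gluconeogenesis and 0.000805 for glycolysis. With the correlation between genes estimated from the data in place of 0.01, it was 0.112 for both sets. With an offset for GC content and gene length, it was 0.0230 for gluconeogenesis and 0.0627 for glycolysis. The sign of the mean depended on single samples. Without vehicle replicate 1 the mean was 0.13 for gluconeogenesis and 0.0738 for glycolysis. The median log2 fold change was then -0.0697 and -0.0576, and camera placed both sets lower. Without psilocybin replicate 7 the mean was -0.35 and -0.23, with a median of -0.12 in both sets. Vehicle replicate 1 carried 213.1 CPM and psilocybin replicate 7 498.3 CPM of liver transcripts. Whether liver transcripts moved the means was not tested. The members with the smallest p-values among glycolysis genes were Pfkp, with a log2 fold change of -0.15 (standard error 0.0577), Pfkl, with -0.14 (standard error 0.0758), and Hk1, with -0.11 (standard error 0.0616). Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.615, 0.730 and 0.730. The span of Pfkp overlaps that of Pitrm1 on the opposite strand. Among gluconeogenesis genes they were Slc25a13, with a log2 fold change of 0.68 (standard error 0.25), Pck2, with -0.19 (standard error 0.0942), and Got2, with -0.11 (standard error 0.0621).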

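In the hypothalamus, 8 psilocybin-treated and 7 vehicle-treated mice were compared at 3 h, and 8 and 8 at 4 weeks. Over the 61 samples that give the paper's number of tested genes, which leave out psilocybin replicate 5 at 4 weeks, and over all 62, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 0 genes with an adjusted p-value under 0.05 at 3 h and 0 at 4 weeks. At an unadjusted p-value under 0.05 there were 476 genes at 3 h and 393 at 4 weeks over the 61 samples, and 337 and 1823 over the 62. The paper's procedure also called 0 genes at each time point. With DESeq2 in place of edgeR, 13 genes were called at 4 weeks and 0 at 3 h. Htr2a (ENSMUSG00000034997.5, chromosome 14, 74640840 to 74709494 in GRCm38) encodes the receptor 5-HT2A. At 3 h it had 17.1 ± 3.79 CPM (SD, n = 8) after psilocybin and 18.5 ± 3.27 CPM (SD, n = 7) after vehicle in the hypothalamus, and 60.6 ± 18.0 CPM (SD, n = 8) after vehicle in the PFC. At 4 weeks it had 13.6 ± 4.39 CPM (SD, n = 8) after psilocybin and 13.6 ± 1.89 CPM (SD, n = 8) after vehicle in the hypothalamus. Psilocybin replicate 5 at 4 weeks had 5.67 CPM. The log2 fold change of Htr2a in the hypothalamus was -0.15 at 3 h over the 61 and over the 62 samples (standard error 0.17 over the 62). At 4 weeks it was 0.0948 over the 61 and -0.0225 over the 62 samples (standard error 0.17 over the 62), so its sign is not settled.

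**Figure D2:**
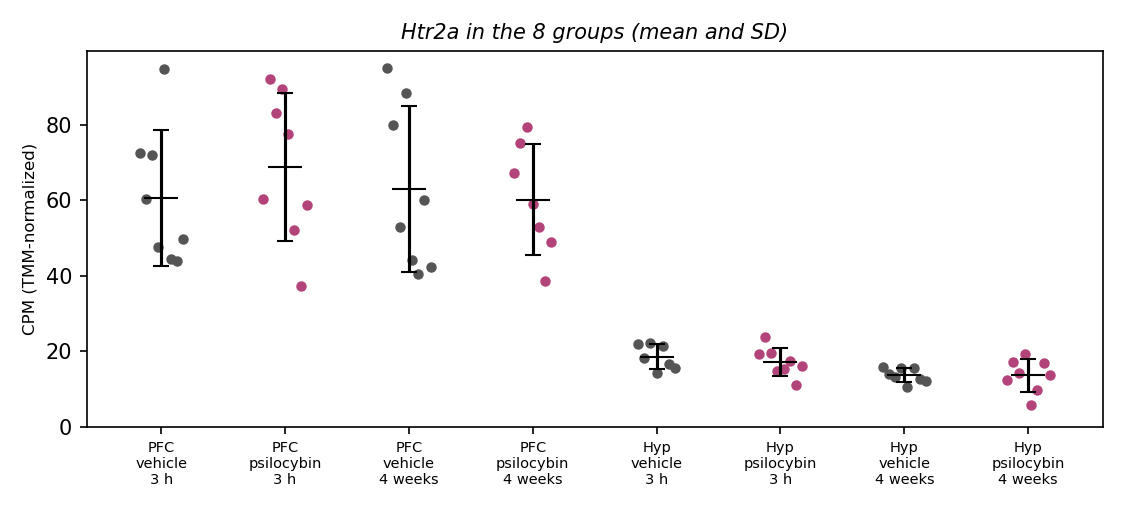
Expression of Htr2a in the 8 groups, in CPM after TMM normalization. Points are samples, the horizontal dash is the mean and the bars are the SD, and the hypothalamus groups lie below the PFC groups, between means of 13.6 and 18.5 CPM.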

Given the expression of 5-HT_2A_R in the hypothalamus, we were surprised to find no effect of psilocybin on the hypothalamic transcriptome at either 3 h of 4-week post-administration of psilocybin (Fig. 4E–G). [65].

**Fig. 4:**
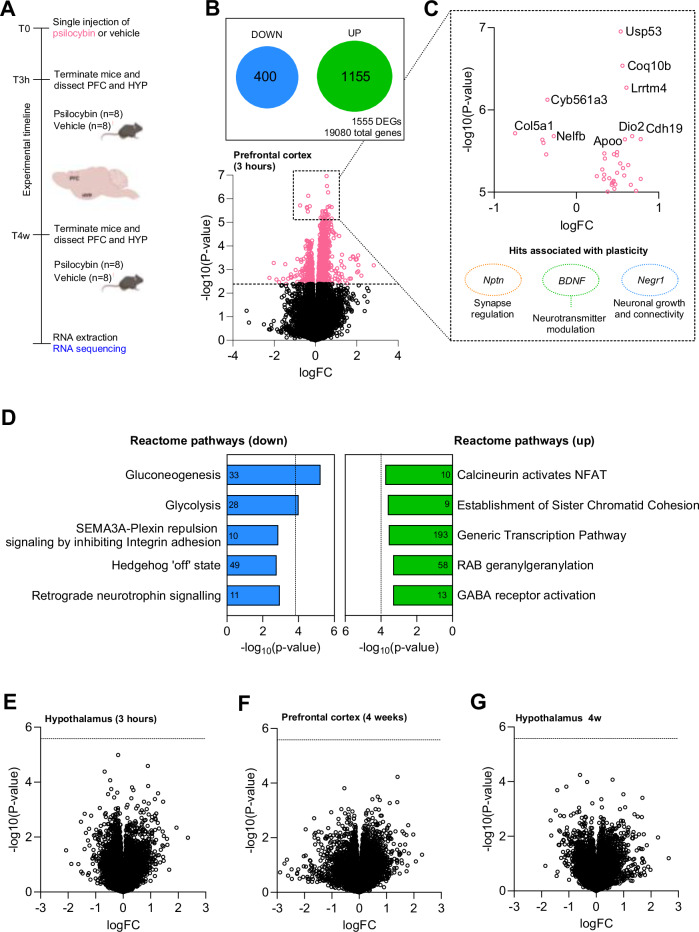
Acute and chronic hypothalamic and prefrontal cortex (PFC) transcriptomes following a single high dose of psilocybin. **A** Schematic overview of bulk RNA-seq study. Lean mice were split into two groups and received either a single dose of psilocybin (3 mg/kg) or a vehicle (*n* = 16 per group). Three hours following dosing, eight psilocybin-treated and eight vehicle-treated mice were sacrificed, and PFC and whole hypothalamus were dissected. The remaining mice were sacrificed 4 weeks after injection. **B** Schematic showing the effect of psilocybin in the PFC 3 h after administration. **C** Top 10 significantly differentially expressed genes in PFC (3 h after administration of psilocybin). Points in pink represent genes with p.adj < 0.05. **D** Reactome pathways for upregulated and downregulated genes in PFC 3 h after administration of psilocybin. **E** Volcano plot showing the effect of psilocybin in the hypothalamus 3 h after administration of psilocybin vs. vehicle. **F** Volcano plot showing the effect of psilocybin in PFC 4 weeks after administration of psilocybin vs. vehicle. **G** Volcano plot showing effect in the hypothalamus for psilocybin-treated versus vehicle-treated mice 4 weeks after administration. Cut off for volcano plots **B**, **E**, **F**, and **G** calculated as 0.05/19080 number of tested genes.

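The 9 genes labelled in Fig. 4C were among the 12 genes that the paper names from these data. In the PFC at 3 h, edgeR's quasi-likelihood test gave 0 of the 12 an adjusted p-value under 0.05 when the adjustment covered all 18971 genes, and 10 of the 12 when it covered the 12 genes alone. Since the list is the paper's own calls on these data, the second number shows no stability. The paper's procedure gave 12 of the 12 a limma adjusted p-value under 0.05. Usp53 had 34.5 ± 6.80 CPM (SD, n = 8) after psilocybin and 26.5 ± 4.46 CPM (SD, n = 8) after vehicle, a log2 fold change of 0.38 (standard error 0.14). Lrrtm4 had 21.4 ± 6.33 and 16.1 ± 3.95 CPM, a log2 fold change of 0.41 (standard error 0.12). Cyb561a3, whose span overlaps those of Tmem138 and Tkfc on the opposite strand, had 10.4 ± 1.29 and 12.7 ± 1.04 CPM, a log2 fold change of -0.28 (standard error 0.0660). Its adjusted p of 0.140 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was the smallest of the 12. Over the 61 samples the smallest was 0.0777, for Cyb561a3 and Nelfb. The log2 fold changes of the others were 0.32 for Coq10b, -0.51 for Col5a1, -0.26 for Nelfb, 0.36 for Apoo, 0.52 for Dio2 and 0.57 for Cdh19. Psilocybin replicate 7 lay apart from its group for Coq10b (8.52 CPM against 27.7 to 38.7 CPM) and for Col5a1 (20.1 CPM against 10.2 to 13.3 CPM).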

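With the Bonferroni threshold, an unadjusted p-value under 2.64e-06 for 18971 tested genes, edgeR's quasi-likelihood test called 1 gene in the PFC at 3 h, Hrh1. The paper's procedure called 10 genes there with this threshold. Both called 0 genes in each of the other 3 comparisons of psilocybin with vehicle. In edgeR these had 456 genes (PFC at 4 weeks), 337 genes (hypothalamus at 3 h) and 1823 genes (hypothalamus at 4 weeks) at an unadjusted p-value under 0.05, and in the paper's procedure 952, 1073 and 785.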

## Discussion

Obesity is a relatively treatment-resistant condition; many patients do not reap the benefits of pharmacological or lifestyle-based interventions [66]. Following dietary, therapeutic, and even surgical interventions, homeostatic mechanisms defend the elevated body weight, hindering weight loss efforts [67]. Recent advancements in the development of anti-obesity medications have given rise to new therapies that safely deliver sizeable weight loss, but require a chronic treatment regime for weight loss maintenance [68, 69]. Thus, the lofty vision of therapeutically lowering body weight in a manner that persists remains unmet.

The psychedelic renaissance has sparked new hope for the treatment of many behavioral and neuropsychiatric conditions that have—similarly to the management of obesity—shown to be extremely treatment-resistant [7]. For the treatment of addiction [70] and depression [10], a combination of psilocybin and psychotherapy has shown to produce clinical remission that, in some cases, persists for years. Given the neurobiological and behavioral similarities between obesity and addiction, we conducted the first preclinical evaluation of psilocybin for obesity and binge-like eating behavior in mouse models of genetic and diet-induced obesity. We demonstrate that neither a single ‘high’ dose of psilocybin (3 mg/kg) nor a daily microdosing approach induces metabolic or behavioral changes in mouse models of obesity and binge-eating. During our studies, we did not observe any adverse effects of psilocybin, suggesting that the doses and treatment applied here are safe and well tolerated.

Psilocybin’s unique ability to enhance cognitive flexibility [52] has made it a relevant target for the treatment of depression, and disorders with compulsive symptomatology [57]. Deficits in cognitive flexibility are associated with alcohol use disorder [71], obesity [72], and eating disorders [73]—hence psilocybin could prove to be beneficial for the management of these conditions. In the present study, we found no evidence that psilocybin could provide a neural background that supports weight loss, maintenance of weight loss, or reductions in binge eating. We did observe a reduction in sucrose preference following administration of psilocybin, which supports that it could be useful for the treatment of compulsive behavior or for dampening excessive consumption of sugar and sweet foods in susceptible individuals.

The question remains—are rodent models applicable for translational evaluation of 5-HT_2A_R-targeting psychedelics as tools for weight management and eating disorders? A similar question was posed in a study assessing the effect of psilocybin on an animal model of alcohol use disorder—where no effect was found [56]. A later study by the same authors combined animal models with genetic manipulation of prefrontal cortex glutamate receptors and elucidated a deeper understanding of psilocybin’s effect [57]. Based on the findings of the present study, it may be premature to discard the use of psilocybin for the treatment of obesity and disordered eating in humans. Psilocybin may be particularly efficacious in subpopulations of obese patients with a disease etiology rooted in disordered eating. The first clinical trials assessing the use of psilocybin for the treatment of anorexia nervosa are starting, based on this very premise [74] (clinical trial numbers: NCT04661514, NCT04052568, and NCT04505189).

Given psilocybin’s virtue of being a 5-HT_2A_R agonist (via psilocin) and a weak agonist of 5-HT_2C_R, it was surprising that psilocybin had no impact on food intake or body weight in the wide variety of conditions tested, including lean mice, diet-induced-obese mice, *ob/ob* mice and melanocortin-receptor 4 knockout mice. Obesity-susceptible mice have increased 5-HT_2A/2C_ receptor density in the ventromedial hypothalamus (VMH) [75] and serotonin release from the VMH is reduced in animal models of obesity. Perhaps psilocybin’s effect on the homeostatic regulation of food intake is limited, as an expression of 5-HT_2A_R in the hypothalamus is relatively low [76]. We observed no short or long-term changes in transcriptional programs in the hypothalamus 3 h or 4 weeks after peripheral administration of psilocybin. In contrast, substantial transcriptional changes were observed in the prefrontal cortex, 3 h after administration of psilocybin. These acute changes included alterations in canonical gene programs related to cellular substrate metabolism, signaling, and neuroplasticity. 

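The gene lists were also tested as sets in the hypothalamus. With limma's camera function and Benjamini-Hochberg adjustment over the 9 lists, none of these 9 lists passed an adjusted p-value of 0.05 at either time point. The smallest was 0.0696 at 3 h, for immediate early genes, which were lower after psilocybin with a mean log2 fold change of -0.0929. At 4 weeks the smallest was 0.234, for genes of RAB geranylgeranylation, which were lower with a mean log2 fold change of -0.00593. With the cage number as a block in place of the extraction pool, GABA receptor genes passed at 4 weeks (camera's adjusted p = 0.0280, lower after psilocybin), against 0.632 without the block and a mean log2 fold change of -0.10. At 3 h the smallest adjusted p with the block was 0.363, for sister chromatid cohesion. Of 12 lists of marker genes of tissues and cells, adjusted over the 12, those of thalamus (camera's adjusted p = 0.00114) and endothelium (0.0281) were higher at 3 h. At 4 weeks striatum (1.52e-06) was higher, and thalamus (0.00827), microglia (0.00963) and wound healing and immune genes (0.0426) were lower. With the cage block, endothelium (0.631), microglia (0.140) and wound healing and immune genes (0.482) did not pass, and striatum was lower at 3 h (0.0207). Swaps of treatment within cages gave as many passing marker lists in 45 of 60 splits at 3 h and in 32 of 60 at 4 weeks.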

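The difference between the regions was tested on its own, as the response of the PFC at 3 h minus that of the hypothalamus at 3 h. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 0 genes whose response differed, with 761 genes over the 61 samples and 528 over the 62 at an unadjusted p-value under 0.05. The paper's procedure found 10 such genes over the 61 samples and 12 over the 62 samples. In alternatives chosen after seeing the data, it found 0 with the cage number as a block, 0 with an offset for GC content and gene length and 0 with no quality weights, with 2281, 1897 and 511 genes at an unadjusted p-value under 0.05. In others of these alternatives, it found 8 with no animal block and 2 with no extraction pool, and edgeR with the quality weights found 3.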

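Of the other lists tested in the PFC at 3 h, genes of calcineurin and NFAT (camera's adjusted p = 0.000521, mean log2 fold change 0.12), RAB geranylgeranylation (0.000521, mean 0.0523), sister chromatid cohesion (0.000521, mean 0.0613) and GABA receptors (0.00303, mean 0.0464) were higher after psilocybin as sets. Genes of retrograde neurotrophin signalling (0.00112, mean -0.14) and of SEMA3A-plexin repulsion (0.0465, mean -0.0693) were lower. The adjustment is Benjamini-Hochberg over the 9 lists. With the offset for GC content and gene length, camera's adjusted p was 0.634 for sister chromatid cohesion, 0.478 for GABA receptors and 0.494 for SEMA3A-plexin repulsion. It was 1.92e-05 for calcineurin and NFAT, 0.000797 for RAB geranylgeranylation and 0.0383 for retrograde neurotrophin signalling. Immediate early genes did not differ as a set (camera's adjusted p = 0.498), and with the offset they were higher after psilocybin (camera's adjusted p = 0.0479).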

The relationship between obesity and the dorsolateral prefrontal cortex has been established; lower activation is observed in obese patients compared to lean [77], but this has never been targeted therapeutically. Psilocybin presents a novel approach for altering executive function to reduce impulsive food intake behavior. However, the observed transcriptional changes did not endure, and as such, cannot explain the long-lasting benefits of a single administration of psilocybin.

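In the PFC at 4 weeks, 7 psilocybin-treated and 8 vehicle-treated mice were compared. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 0 genes over the 61 samples and 0 over the 62, with 612 and 456 genes at an unadjusted p-value under 0.05, and the paper's procedure called 0. With DESeq2, 19 genes were called. Nptn, Bdnf and Negr1 had log2 fold changes of 0.0176, 0.0707 and 0.0580. The change between the time points was tested on its own, as the response at 3 h minus that at 4 weeks. edgeR found 0 genes whose response differed, with 833 over the 61 samples and 585 over the 62 at an unadjusted p-value under 0.05, the paper's procedure found 1 gene over the 61 samples and 1 over the 62, and DESeq2 found 4. With the cage number as a block, with the offset for GC content and gene length, or with no quality weights, the paper's procedure found 0 genes, with 1049, 1172 and 511 at an unadjusted p-value under 0.05. With no animal block it found 1 gene, and with no extraction pool 1. Because the changes of 3 h were not found at 4 weeks, the paper reasons that they do not account for lasting benefits of a single dose.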

In summary, our preclinical evaluation of psilocybin for the treatment of obesity and binge-eating disorders demonstrates that psilocybin does not lower body weight and food intake in obese mice, but a single high dose of psilocybin does lower the preference for sucrose in lean mice. This effect may be linked to acute neuroplastic changes in the prefrontal cortex and suggests that psilocybin could have therapeutic value for lowering the hedonic value of certain hyperpalatable foods. Despite the decreased sucrose preference in lean mice, neither a single high-dose, nor microdosing approach was sufficient for reducing body weight and food intake, nor was a single high-dose able to attenuate binge eating behavior. Given the uncertainties about psilocybin’s therapeutic benefit in this context, further studies are required. In order to fully evaluate psilocybin, or similar 5-HT_2A_R targeting psychedelics, for perturbed eating behavior and weight management, a combinatorial approach— comprising psychedelic therapy, psychotherapeutic support, and lifestyle intervention could be considered.

## Supplementary information

Supplemental Material

## Data Availability

Data generated from the bulk RNA-seq study are available in GEO under accession number GSE209859.

# Supplementary material for: Acute and long-term effects of psilocybin on energy balance and feeding behavior in mice
**Source:** Transl Psychiatry. 2022 Aug 11;12:330. doi: 10.1038/s41398-022-02103-9
**Supplement:** Supplementary file 1 — Supplemental Material

## **Supplementary Information for**

### **Acute and long-term effects of psilocybin on energy balance and feeding behavior in mice**

Nicole Fadahunsi<sup>1</sup>, Jens Lund<sup>1</sup>, Alberte Wollesen Breum<sup>1</sup>, Cecilie Vad Mathiesen<sup>1</sup>, Isabella Beck Larsen<sup>1</sup>, Gitte Moos Knudsen<sup>2,3</sup>, Anders Bue Klein<sup>1</sup>, Christoffer Clemmensen<sup>1\*</sup>

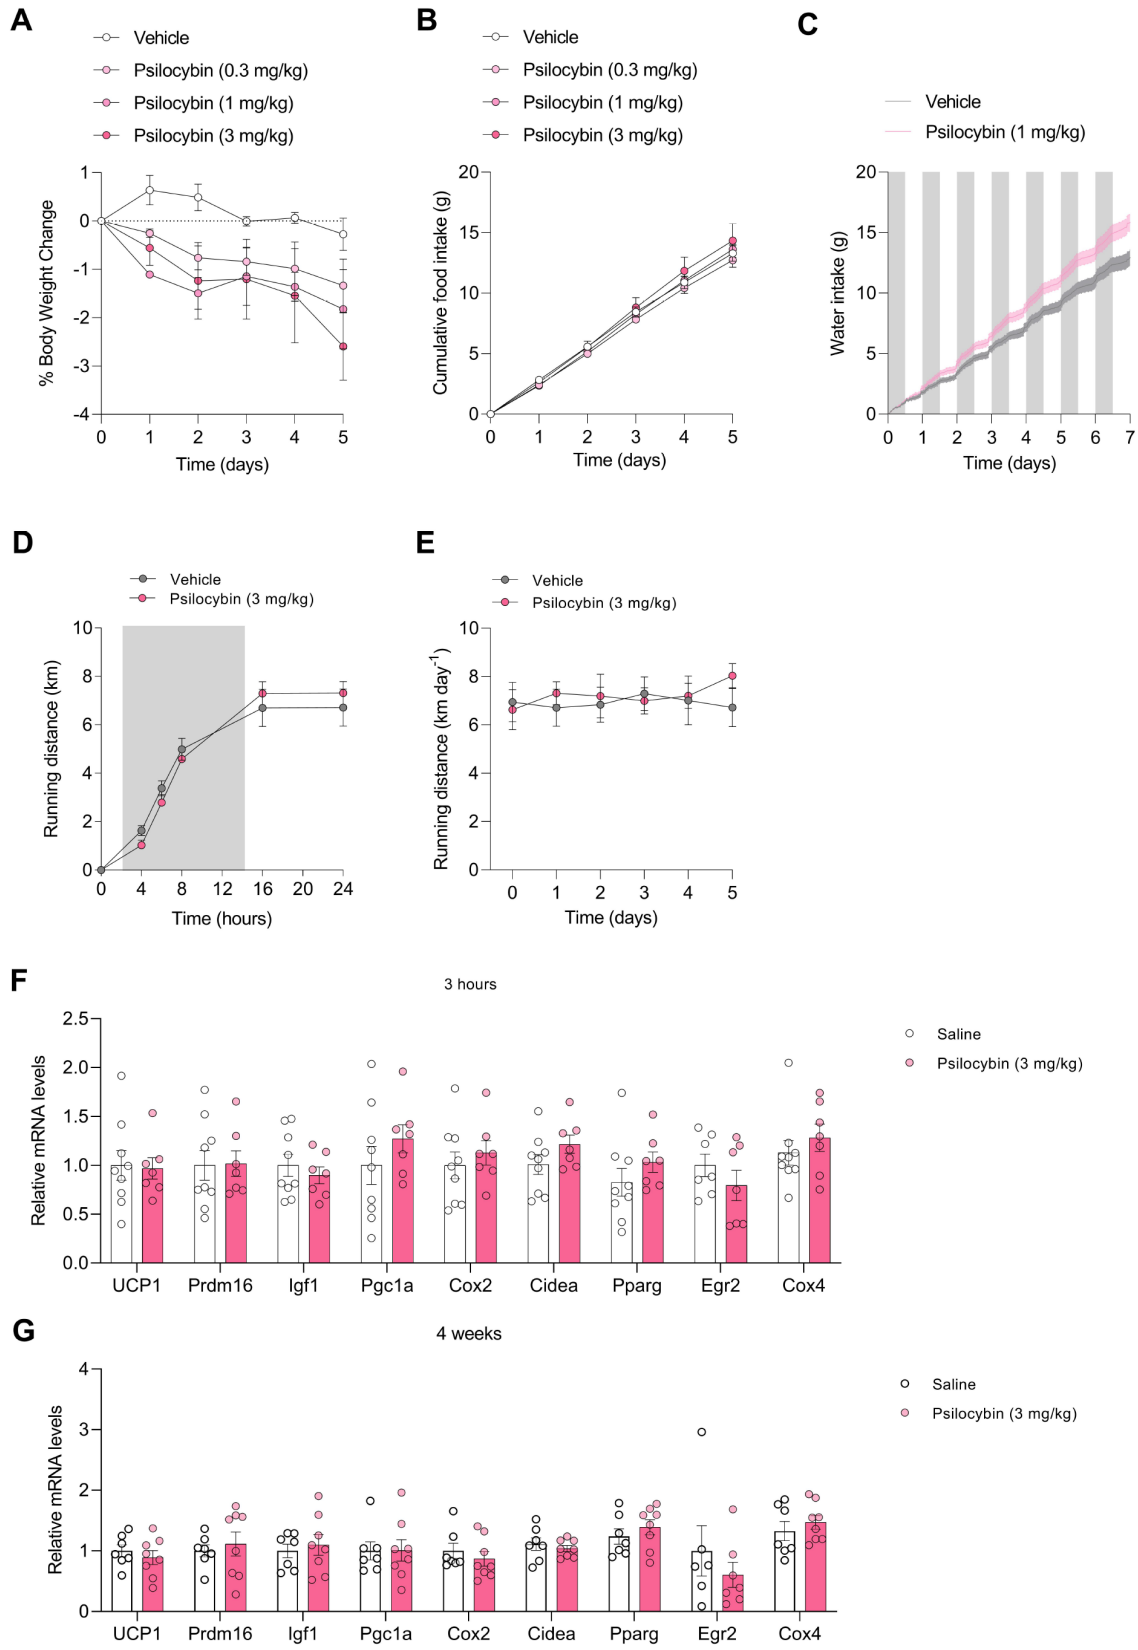

Fig. S1. Effect of single subcutaneous administration of psilocybin in diet-induced obese mice. Diet-induced obese mice received a single subcutaneous injection of psilocybin at 0.3 mg/kg, 1 mg/kg, 3 mg/kg or vehicle (n=6). A) Body weight and food intake were recorded in the five days after administration, no significant difference in body weight between any groups after five days of administration B) Food intake. C) Water intake following a single injection of 1 mg/kg psilocybin or vehicle (n=7 per group) to a separate cohort of mice in indirect calorimetry cages (mice on HFD). D) Effect of a single high dose of psilocybin (3 mg/kg) or vehicle on voluntary wheel behavior (24 hours), (n=8 per group). I) Running distance in the five days following injection with psilocybin (3 mg/kg) or vehicle (n=8 per group). E) F) Relative gene expression of thermogenic genes in BAT, 3 hours after injection of psilocybin (3 mg/kg) or vehicle (n=8 per group). G) Relative gene expression of thermogenic genes in BAT, 4 weeks after injection of psilocybin (3 mg/kg) or vehicle (n=8 per group). Data are presented as mean  $\pm$  SEM.

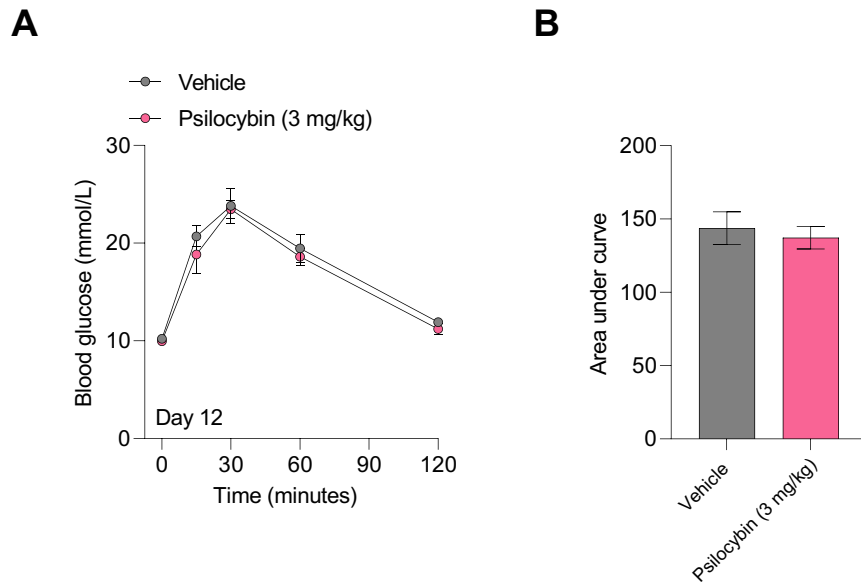

**Fig S2. Effect of a single administration of psilocybin on glucose homeostasis in diet-induced obese mice.** On the final day (day 12) of the 'food intake and body weight' study in DIO mice, a glucose tolerance test was performed. Mice were fasted for five hours before receiving a single intraperitoneal injection of 1.5 g/kg glucose dissolved in isotonic saline. A handheld glucometer (Contour XT, Bayer) was used to measure blood glucose in blood from the tail tip both before (0 minutes) and 15, 30, 60 and 120 minutes after injection (n=8 per group). A) Glucose tolerance test B) AUC of glucose tolerance test. Data analyzed by two-way ANOVA (A) and unpaired t-test (B). Data are presented as mean  $\pm$  SEM.

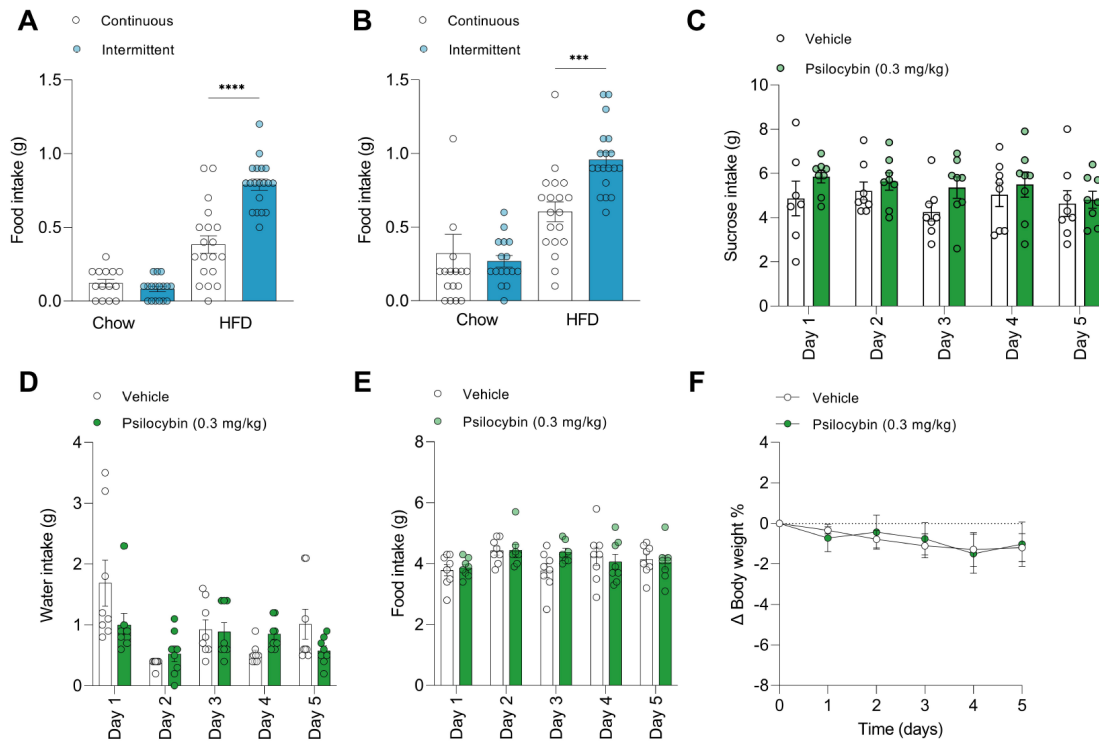

**Fig. S3. Binge-eating paradigm and sucrose preference test with microdoses of psilocybin.**

A) Binge cycle 2. B) Binge cycle 3 (n=20 mice in continuous group, n=19 mice in intermittent group). 9 data points excluded from binge cycle 2, and 6 from binge cycle 3 due to scale error. C) Sucrose intake following daily injection of psilocybin (0.3 mg/kg) or vehicle (n=8 per group). D) \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . (A,B, C, D, E) analyzed by unpaired t-test F) Analyzed with two-way ANOVA. Data are presented as mean  $\pm$  SEM,

How the deposited data were processed for this re-analysis (not part of the article)

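Bulk RNA sequencing of the hypothalamus and the PFC was analysed in 64 samples from 32 mice, 8 samples in each of 8 groups formed by region, treatment (3 mg/kg psilocybin or isotonic saline) and harvest (3 h or 4 weeks). Per the paper's methods, the authors aligned the reads to GRCm38 with STAR and counted them on GENCODE genes with featureCounts. The deposited table holds whole-number counts per gene, without normalization, filtering or pooling of samples. The sample labels call the cortical tissue frontal cortex and the paper calls it PFC, and the paper's name is used. Besides the counts, the table has the start, end and length of each gene and 2 further columns, its chromosome and strand, none of which hold sample values. Condition, cage and extraction pool of each sample were taken from the labels and the paper. The cage number is the replicate number. Within a region, same-numbered samples are different mice, while the hypothalamus and PFC samples with the same treatment, time point and number came from 1 mouse.

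From the counts, libraries with at least 1000000 counted reads were kept (62 of 64, from 8061033 to 70361839 counted reads, median 18287978.5). Genes were filtered with filterByExpr by group (minimum count 10), which left 18971 of 55401. TMM normalization, dispersion estimation and a robust quasi-likelihood fit were made in edgeR 4.0.16 with R 4.3.3 and the model of group and extraction pool, the covariates the paper used, with all groups in 1 fit. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The paper's procedure (voom with quality weights, limma 3.58.1, duplicateCorrelation with the animal as a block, consensus correlation 0.0282) and DESeq2 1.42.0 were run as alternatives. Gene sets were tested with camera at a correlation between genes of 0.01, over 9 lists of genes and, separately, 12 lists of marker genes, all written before the data were examined. A list of clock genes and lists of organ-specific genes were written later, each before its own test.

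Other alternatives set before the data were examined were DESeq2-type size factors in edgeR, no filter on low counts, at least 10 counts in every library, no extraction pool, the cage number as a block, the Bonferroni threshold, all 64 libraries, a fit without the library with the highest score on wound healing and immune genes, an offset per library for GC content and gene length (natural splines with 5 degrees of freedom) with and without the cage block, only the groups of the contrast, and each library of a contrast left out in turn. Further alternatives were chosen after seeing the data: the 61 libraries that give the paper's number of tested genes, with the filter applied to the model, and the paper's procedure without its weights, without its animal block, with the offset, with the cage block, and without the extraction pool, edgeR with the weights, and the marker lists with the offset and with the cage block.

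The genes named in the text were chosen by a rule set before the data were examined: those the paper names, the receptors and markers it discusses, the 3 higher and 3 lower called genes with the smallest p-values in each comparison of psilocybin with vehicle, and the 3 members of a list with the smallest p-values. The depth of each library limits precision for genes with few counts, and normalization and tests cover the reads counted on genes only. No 2 libraries of a group held the same counts. Over genes with at least 20 counts in a pair, the chi-square per degree of freedom was at least 3.85 in each of 210 pairs, so no pair was counted as 1 sample.

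The tests were tried on simulated counts with 200 changed genes. In data simulated from the fitted spread, edgeR recovered 189 of the 200 changed genes with 10 false calls among 18800 tested, voom with quality weights recovered 189 with 12 false calls, and camera found the changed set and not the unchanged one. Only genes above a minimum mean count were changed, mostly by more than the fold changes of the genes named in the PFC at 3 h. The recovery therefore does not measure power for such small changes. Camera's changed set held only genes raised in this way, so finding it says little about sets with small means. In data with extra noise in 4 libraries, edgeR recovered 181 with 1077 false calls among 18847 tested, voom with quality weights 184 with 8 false calls, and voom with no weights 176 with 365 false calls. The extra noise was drawn for each gene alone, so a trend on GC content was not simulated. Swaps of labels within cages were drawn with fixed seeds, 40 for edgeR and 60 for weighted voom, the real labels included.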

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

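The tests of GC content in psilocybin replicate 7, of GC content and of immediate early genes between the vehicle groups, and of Xist beside liver transcripts, were chosen only after the result was seen.

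Of 62 groups of values examined (the named genes in the PFC at 3 h, Htr2a in the hypothalamus, and the counted reads of each group), 7 held a sample far from the others, against 3.1 that chance gives. Of these, 6 are psilocybin replicate 7 of the PFC at 3 h: Nptn at 482.5 CPM, Negr1 at 133.7 CPM and Coq10b at 8.52 CPM below the others, and Col5a1 at 20.1 CPM, Dlg4 at 1235 CPM and Slc25a13 at 5.80 CPM above them. Values of 1 library are not independent, so these 6 count as 1 odd library. It has the lowest quality weight (0.12) of the 16 PFC libraries at 3 h. Its counted reads ranked 3 from the lowest of the 8 in its group, so depth does not set it apart. Its share of counts in the 10 largest genes ranked 15 from the highest of the 16, and it was the highest by a wide gap on 0 of the 12 marker lists. It carries 498.3 CPM of liver transcripts, a list outside those 12, which were 4.18 CPM in the median library. Its slope of expression on GC content was 0.52 (log2 per 10 percentage points), against -0.18 to 0.0310 in the other 7, a gap of 0.696 of the range of the group. It had 20974 genes detected, against 22495 to 26153, and 3.60% of its counts on mitochondrial genes, against 6.07% to 9.63%. A candidate explanation is a GC bias of this library. No biological explanation was tested, since the design gives this library no condition that the others of its group lack.

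The counted reads of vehicle replicate 3 of the PFC at 4 weeks, 70361839, lie far above the others of its group (10547607 to 25252039). The library was kept, and library size normalization was applied. No biological explanation was tested.

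The paper does not compare the vehicle groups with each other. In the PFC, 896 genes differed between 4 weeks and 3 h after vehicle (443 higher and 453 lower at 4 weeks), and in the hypothalamus 130 genes did (31 higher and 99 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Swapping the time points within cages gave as many genes in 1 of 40 splits in the PFC and in 1 of 40 in the hypothalamus, the real split. Counted reads did not differ between the groups (exact paired permutation test over cages, p = 0.5625 in the PFC and 0.516 in the hypothalamus). With the offset for GC content and gene length, 1549 and 251 genes were called, so GC content does not account for the counts. Clock genes were lower at 4 weeks as a set in the PFC, where limma's camera, a test across genes, gave a p-value of 7.49e-05 (mean log2 fold change -0.20, 12 of 18 lower), with Per1 in both this list and that of immediate early genes. In the hypothalamus it gave 0.718. Immediate early genes were lower at 4 weeks after vehicle (mean log2 fold change -0.61, 27 of 30 lower in the PFC, and -0.38, 26 of 30 lower in the hypothalamus). They were also lower after psilocybin, where camera gave p-values of 9.95e-21 in the PFC and 0.000144 in the hypothalamus. The mean after psilocybin was -0.77 in the PFC (29 of 30 lower). In the hypothalamus the shift after psilocybin was weaker, with a mean of -0.15 (18 of 30 lower). In the PFC, 2 of 40 splits gave as large a mean shift of this list. A candidate explanation is the handling and injection 3 h before harvest, which the mice at 4 weeks did not have. The mice also differ in age and may differ in harvest day in the same way, which cannot be told apart from it here. The paper's methods place the harvest in the morning, at a fixed time after the onset of the light phase.

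Liver transcripts (a list of 14 genes, Alb among them) reached 5705 CPM in psilocybin replicate 3 of the hypothalamus at 4 weeks, against a median of 4.18 CPM, and were over 100 CPM in 10 of the 62 libraries. The 2nd highest was psilocybin replicate 5 of the hypothalamus at 3 h with 4414 CPM. Of the 10 libraries with the most liver transcripts, 8 were among the 10 with the most Xist, a transcript of female cells, where chance gives 1.61. Xist was 15.7 CPM in psilocybin replicate 3 of the hypothalamus at 4 weeks and 17.0 CPM in psilocybin replicate 5 of the hypothalamus at 3 h, and 0.118 CPM in the median library, while Ddx3y, a transcript of the Y chromosome, was at least 23.3 CPM in each library. The mice were male. A candidate explanation is RNA or library material of a female liver in these libraries. Of the 1551 genes called by the paper's procedure in the PFC at 3 h, 0 followed the liver signal with a Spearman correlation over 0.8 across libraries. A signal in a few libraries could not have given such a correlation, so the test leaves open whether liver transcripts bear on these genes. Vehicle replicate 1 of the PFC at 3 h, without which the paper's procedure called 4 genes, had 213.1 CPM of them. No biological explanation was tested.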

How the results depend on the processing

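The number of genes in the PFC at 3 h, 2 with edgeR, depended on the processing. Of the alternatives set before the data were examined, DESeq2 gave 9 (4 higher, 5 lower) and the paper's procedure 1551 (1149 higher, 402 lower). A fit with no filter on low counts, with no extraction pool, with the Bonferroni threshold, with all libraries, with the GC and length offset, or with this offset and the cage block gave 1 gene each. Fitting only the groups of the contrast gave 0 (590 at an unadjusted p-value under 0.05), and leaving out the library with the highest wound healing score gave 4. DESeq2-type size factors, at least 10 counts in every library, and the replicate block gave 2. Of the alternatives chosen after seeing the data, edgeR over the 61 libraries gave 6 and with the quality weights 980, and the paper's procedure gave 1548 over the 61 libraries, 1 with no quality weights, 1550 with no animal block, 103 with the GC and length offset, 531 with the replicate block and 492 with no extraction pool. The fits that each left out 1 library gave from 1 to 11 genes. The quality weights account for most of the gap between the tools, by the values with and without them. The cause of the other changes was not tested.

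In the hypothalamus at 3 h each setting gave 0 genes, with 337 at an unadjusted p-value under 0.05 in edgeR. At 4 weeks DESeq2 gave 13 and the other settings 0 (1823 at an unadjusted p-value under 0.05 in edgeR). In the PFC at 4 weeks DESeq2 gave 19, a fit with no extraction pool 1 and all libraries 3, and the other settings 0 (456 at an unadjusted p-value under 0.05 in edgeR). The fits that each left out 1 library gave from 0 to 0 genes in these 3 comparisons. For the difference between the regions at 3 h, the paper's procedure gave 12 genes, and 10 over the 61 libraries, 8 with no animal block, 2 with no extraction pool, and 0 with the replicate block, with the GC and length offset or with no quality weights (2281, 1897 and 511 at an unadjusted p-value under 0.05). edgeR with the quality weights gave 3. For the difference between the time points in the PFC, DESeq2 gave 4 genes and the paper's procedure 1, also 1 over the 61 libraries, 1 with no animal block and 1 with no extraction pool. It gave 0 with the replicate block, with the offset or with no quality weights (1049, 1172 and 511 at an unadjusted p-value under 0.05). The cause was not tested.

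Between the vehicle groups of the PFC, 4 weeks against 3 h (896 genes), the paper's procedure gave 1478, no filter 425, the Bonferroni threshold 102, all libraries 521, the GC and length offset 1549, the offset with the replicate block 1497, only the groups of the contrast 310 and the 61 libraries 1570. The paper's procedure gave 1472 over the 61 libraries, 1454 with no animal block and 1540 with the offset. In the hypothalamus (130 genes), the paper's procedure gave 1120, no filter 60, the Bonferroni threshold 25, all libraries 53, the offset 251, the offset with the replicate block 223, only the groups of the contrast 661, the 61 libraries 223 and edgeR with the quality weights 1357. The paper's procedure gave 1171 over the 61 libraries, 1145 with no animal block, 1517 with the offset, 1478 with the replicate block and 1065 with no extraction pool. With no quality weights it gave 115. In the hypothalamus the quality weights account for most of the gap between the tools, by the values with and without them. The cause of the other changes was not tested.

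For glycolysis genes in the PFC at 3 h, the mean log2 fold change was -0.0489 with the correlation between genes estimated (camera's adjusted p = 0.112), -0.0244 with the GC and length offset (0.0627), -0.0119 with the offset and the replicate block (0.146) and 0.0116 with no extraction pool. Across the fits that each left out 1 library it went from -0.23 to 0.0738, above 0 without vehicle replicate 1. For gluconeogenesis genes it was -0.14 over the 61 libraries (29 genes, against -0.0534 over 28), -0.0534 with the correlation estimated (0.112), 0.0128 with no extraction pool and 0.000405 with the offset and the replicate block, and from -0.35 to 0.13 across the fits that each left out 1 library. Camera's adjusted p lay between 0.000114 and 0.146 for glycolysis and between 4.00e-06 and 0.112 for gluconeogenesis, and camera's direction was lower in each setting run for these sets. In both sets the lowest mean came without psilocybin replicate 7 and the highest without vehicle replicate 1. These libraries carried 498.3 and 213.1 CPM of liver transcripts. Whether liver transcripts moved the means, or what caused the other changes, was not tested.

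Of 997 values of named genes, 873 kept their direction and side of the threshold, 20 were weaker, 89 stronger and 15 reversed. Dlg4 in the PFC at 3 h went from -0.0628 to 0.00258 across the fits that each left out 1 library, above 0 without vehicle replicate 4. Htr2a in the hypothalamus at 4 weeks, -0.0225 in edgeR, was 0.16 with the paper's procedure, 0.0229 with the GC and length offset, 0.0190 with the offset and the replicate block and 0.0948 over the 61 libraries. The paper's procedure gave 0.16 over the 61 libraries, 0.16 with no animal block, 0.16 with the offset, 0.0971 with the replicate block and 0.12 with no extraction pool, and edgeR with the quality weights 0.16. Across the fits that each left out 1 library it went from -0.11 to 0.0949. The cause was not tested.

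Within a region, same-numbered samples are different mice of 1 cage. Their deviations from the group means had a mean correlation of 0.182 in the PFC and 0.121 in the hypothalamus, and of -0.0409 and -0.0212 once the extraction pool was removed. Depth limits genes with few counts: the library with the fewest counted reads of those used has 8061033.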

Differences from the paper's values

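The paper's text gives, for the PFC at 3 h, 400 genes higher after psilocybin and 1155 lower, and 1 higher and 1 lower were found with edgeR. None of the alternatives set before the data were examined closed either gap: the paper's procedure, 1 of them, gave 1149 higher and 402 lower. For the 400 higher genes, settings chosen after seeing the values came within 1.5 times: the paper's procedure with the cage block gave 423 higher and 108 lower, and with no extraction pool 422 higher and 70 lower.

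Fig. 4B draws the 2 numbers the other way round, with about 1200 genes higher and about 400 genes lower in Fig. 4B, read by eye, against 1 and 1 with edgeR. With the paper's procedure, which its methods set out, 1149 genes were higher and 402 lower, within 1.5 times of both drawn numbers. The other alternatives set before the data were examined did not close the gap. The paper's procedure over the 61 libraries gave 1152 higher and 396 lower, and with no animal block 1149 higher and 401 lower. These last settings were chosen after seeing the values.

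The paper's text places gluconeogenesis and glycolysis among the pathways that are up in the PFC, and Fig. 4D draws both among those that are down. The mean log2 fold change was -0.0534 for gluconeogenesis and -0.0489 for glycolysis genes, and camera placed both lower after psilocybin.

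The paper names Nptn, Bdnf and Negr1 and the labelled genes of Fig. 4C as differentially expressed, 12 genes in all, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of them, with 10 at an unadjusted p-value under 0.05. The paper's procedure called 12. Settings chosen after seeing the data also called some or all of them: the paper's procedure over the 61 libraries, with no animal block, with the cage block, with no extraction pool and with the GC and length offset, and edgeR with the quality weights. Of the fits that left out 1 library, the fit without psilocybin replicate 7 called Coq10b, Lrrtm4 and Cyb561a3, and the fit without vehicle replicate 3 called Cyb561a3.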

Other observations

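The tests of the quality weights and the animal block, of the weighted GC slopes, of glycolysis genes at 4 weeks, of the marker lists, of the extraction pool labels and of the library left out by the paper were chosen only after the result was seen.

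The paper's procedure called 1551 genes in the PFC at 3 h and edgeR 2. Without the quality weights the paper's procedure called 1 gene, and edgeR with the weights called 980, so the gap lies mostly in the weights. The animal as a block is not its source, since 1550 genes were called with no animal block. When the treatments were swapped within cages, 1 of 60 splits, the real one, gave as many genes in the weighted fit with no animal block. The number also rests on single libraries: it was 4 without vehicle replicate 1 and 2680 without vehicle replicate 6. In simulated data with extra noise in 4 libraries, weighted voom made 8 false calls and edgeR 1077. That noise was drawn for each gene alone, with no trend on GC content. The simulation therefore does not show how the weights act where libraries differ by GC content. With edgeR, 6 of 40 splits gave at least 2 genes in the PFC at 3 h, and 17 of 40 gave at least 1371 genes at an unadjusted p-value under 0.05.

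For the comparisons with 0 genes (the PFC at 4 weeks, the hypothalamus at each time point, the difference between the regions and that between the time points) 40 of 40 splits gave as many, which a count of 0 cannot avoid. At an unadjusted p-value under 0.05, splits gave as many genes in 22 of 40 cases in the PFC at 4 weeks (456 genes), in 28 of 40 in the hypothalamus at 3 h (337 genes) and in 21 of 40 at 4 weeks (1823 genes).

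Fold changes in the PFC at 3 h fell with GC content, with a Spearman correlation across genes of -0.32 in edgeR and -0.48 in the paper's procedure. Genes are not independent replicates. The median GC content was 41.4% for genes called higher by the paper's procedure, 55.2% for those called lower and 49.5% for tested genes. The slopes of expression on GC content in single libraries were higher after vehicle in 5 of 8 cages, with no difference shown between the treatments when each library counted the same (exact paired permutation test, two-sided, p = 0.383). That test may bear little on the weighted fit, since the other 3 cages each hold a library with a low quality weight (0.12 for psilocybin replicate 7, 0.275 and 0.286 for vehicle replicates 3 and 5). Low weights were not confined to these 3 cages: vehicle replicate 4, in a cage with the higher slope after vehicle, had 0.323. With each library counted by its weight, the mean slope (log2 per 10 percentage points) was -0.0676 after psilocybin and 0.0978 after vehicle (exact permutation test over 256 swaps within cages, two-sided, p = 0.0234). The weights were estimated with the real groups and were not estimated again for each swap. With the GC and length offset the paper's procedure called 103 genes. A candidate explanation for many of its calls is a GC-dependent difference between libraries, and a biological difference that follows GC content cannot be told apart from it.

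On the 1551 genes, vehicle at 4 weeks lay at a median position of 0.394 between vehicle at 3 h (0) and psilocybin at 3 h (1), with 584 genes over 0.5, and psilocybin at 4 weeks lay at 0.641. The genes were chosen for the difference between the ends of this scale, so the positions do not settle which group departs. Hrh1 had 29.8 CPM after vehicle at 3 h, 21.1 CPM after psilocybin at 3 h, and 20.3 and 18.8 CPM after vehicle and psilocybin at 4 weeks. For this gene the vehicle group at 3 h lay apart from the other groups.

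Of the 8 vehicle libraries of the PFC at 3 h, 3 (replicates 3, 4 and 5) scored with the extraction pool they are not labelled with, on 100 genes each way. Of the 23 other PFC libraries, 2 did (psilocybin replicates 1 and 4 at 3 h). The quality weights of the 3 vehicle libraries were 0.275, 0.323 and 0.286, and those of psilocybin replicates 1 and 4 were 0.742 and 1.04. Whether the pool labels bear on the weights, and so on the calls of the paper's procedure, was not tested. Without the genes of the marker lists 3 of the 3 stayed on the other side, but leaving them out hardly moved the scores (1.03 to 1.03, 2.39 to 2.37 and -2.25 to -2.24), so cell composition is left open. The microglia scores of these 3 were 1.26, 1.56 and -0.357. In the others of the group they were 0.0146 and 0.352 in the pool of replicates 3 and 4, and 1.14 to 1.56 in that of replicate 5. In depth, 1 of the 3 lay outside the range of the rest, so depth cannot be excluded. A candidate explanation is that the extraction pool of a library is not the labelled one, by the count of 2 among the 23 others. However, those 2 are also at 3 h, and no PFC library at 4 weeks scored with the other pool. The pattern is thus not confined to vehicle, and a pool difference that is unlike at 3 h is left open. Labels were used as given, and no biological explanation was tested.

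Gluconeogenesis genes in the PFC at 3 h had as small a camera p in 2 of 60 splits and glycolysis genes in 1 of 60. At 4 weeks gluconeogenesis genes were also lower after psilocybin (camera's adjusted p = 0.000757 with Benjamini-Hochberg adjustment), but 27 of 60 splits gave as small an unadjusted p. With the GC and length offset the unadjusted p was 0.0565 and the adjusted p 0.143. Glycolysis genes were lower as well (camera's adjusted p = 0.0223, and 0.0205 with the cage block), but 30 of 60 splits gave as small an unadjusted p, and with the offset the unadjusted p was 0.0634 and the adjusted p 0.143. The mean log2 fold change was -0.34 in both sets. The medians were -0.0515 for gluconeogenesis and -0.0362 for glycolysis genes, so the mean does not describe a typical member. These sets at 4 weeks cannot be told apart from the grouping or from GC content.

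In the hypothalamus at 4 weeks, genes of the striatum were higher after psilocybin as a set (camera's adjusted p = 1.52e-06 over 12 marker lists with Benjamini-Hochberg adjustment, mean log2 fold change 0.25). The striatal score of single libraries was higher in 5 of 8 cages, with a mean difference of 0.0927 (exact paired permutation test, two-sided, p = 0.797). The differences ran from -1.40 to 1.80. Their median was 1.37 times the mean, but the mean went from -0.15 to 0.31 when each cage was left out in turn, so a dissection that reached the striatum in single libraries is not excluded. The libraries do not bear out a difference between the treatments. Other marker lists passed too. In the hypothalamus thalamus genes were higher at 3 h (mean log2 fold change 0.20) and lower at 4 weeks (-0.19), and at 4 weeks wound healing and immune genes (-0.18) were lower. Camera placed endothelium genes higher at 3 h and microglia genes lower at 4 weeks, with means of the other sign (-0.00772 and 0.0785). In the PFC at 3 h astrocyte genes were higher (camera's adjusted p = 0.0190, mean 0.11, and 0.0351 with the cage block). With the GC and length offset these lists still passed. So did blood genes in the PFC at 4 weeks (0.000448, against 0.0513 without the offset and 0.0276 with the cage block). However, 57 of 60 splits gave at least as many passing marker lists in the PFC at 3 h. In the hypothalamus 45 of 60 did at 3 h and 32 of 60 at 4 weeks. The number of passing lists in these comparisons cannot be told apart from the grouping of the mice. The splits counted passing lists, so they do not test any single list, and no split count is given for the PFC at 4 weeks.

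Psilocybin replicate 5 of the hypothalamus at 4 weeks is the only library of the 62 whose removal gives the paper's number of tested genes (1 removal). Its score on wound healing and immune genes ranked 18 from the highest of 31 hypothalamus libraries, so the list used here does not bear out the paper's reason for this library.

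The paper cites induction of Psd95 and c-Fos by psilocybin in the PFC of rats. In these mice at 3 h the log2 fold change was -0.0226 for Dlg4, which encodes PSD95 (standard error 0.0585), and -0.22 for Fos (standard error 0.35). Between the vehicle groups, called genes had the same direction in psilocybin-treated mice in 868 of 896 cases in the PFC and in 124 of 130 in the hypothalamus, and 74 genes were called in both regions.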
